# The long non-coding RNA *HOTAIRM1* promotes tumor aggressiveness and radiotherapy resistance in glioblastoma

**DOI:** 10.1038/s41419-021-04146-0

**Published:** 2021-09-28

**Authors:** Ulvi Ahmadov, Daniel Picard, Jasmin Bartl, Manuela Silginer, Marija Trajkovic-Arsic, Nan Qin, Lena Blümel, Marietta Wolter, Jonathan K. M. Lim, David Pauck, Alina Marie Winkelkotte, Marlen Melcher, Maike Langini, Viktoria Marquardt, Felix Sander, Anja Stefanski, Sascha Steltgens, Christina Hassiepen, Anna Kaufhold, Frauke-Dorothee Meyer, Annette Seibt, Lara Kleinesudeik, Anika Hain, Carsten Münk, Christiane Brigitte Knobbe-Thomsen, Alexander Schramm, Ute Fischer, Gabriel Leprivier, Kai Stühler, Simone Fulda, Jens T. Siveke, Felix Distelmaier, Arndt Borkhardt, Michael Weller, Patrick Roth, Guido Reifenberger, Marc Remke

**Keywords:** Cancer genomics, Long non-coding RNAs, Proteomics, Transcriptomics

## Abstract

Glioblastoma is the most common malignant primary brain tumor. To date, clinically relevant biomarkers are restricted to isocitrate dehydrogenase (IDH) gene 1 or 2 mutations and O6-methylguanine DNA methyltransferase (*MGMT*) promoter methylation. Long non-coding RNAs (lncRNAs) have been shown to contribute to glioblastoma pathogenesis and could potentially serve as novel biomarkers. The clinical significance of *HOXA* Transcript Antisense RNA, Myeloid-Specific 1 (*HOTAIRM1*) was determined by analyzing *HOTAIRM1* in multiple glioblastoma gene expression data sets for associations with prognosis, as well as, IDH mutation and *MGMT* promoter methylation status. Finally, the role of *HOTAIRM1* in glioblastoma biology and radiotherapy resistance was characterized in vitro and in vivo. We identified *HOTAIRM1* as a candidate lncRNA whose up-regulation is significantly associated with shorter survival of glioblastoma patients, independent from IDH mutation and *MGMT* promoter methylation. Glioblastoma cell line models uniformly showed reduced cell viability, decreased invasive growth and diminished colony formation capacity upon *HOTAIRM1* down-regulation. Integrated proteogenomic analyses revealed impaired mitochondrial function and determination of reactive oxygen species (ROS) levels confirmed increased ROS levels upon *HOTAIRM1* knock-down. *HOTAIRM1* knock-down decreased expression of transglutaminase 2 (TGM2), a candidate protein implicated in mitochondrial function, and knock-down of *TGM2* mimicked the phenotype of *HOTAIRM1* down-regulation in glioblastoma cells. Moreover, *HOTAIRM1* modulates radiosensitivity of glioblastoma cells both in vitro and in vivo. Our data support a role for *HOTAIRM1* as a driver of biological aggressiveness, radioresistance and poor outcome in glioblastoma. Targeting *HOTAIRM1* may be a promising new therapeutic approach.

## Introduction

Glioblastoma is the most malignant type of astrocytic glioma and the most common malignant primary brain tumor [1]. According to the World Health Organization (WHO) classification of central nervous system tumors, glioblastomas correspond to WHO grade IV and are stratified based on their isocitrate dehydrogenase (IDH) 1 or 2 gene mutation status into two biologically and clinically distinct entities [2]. IDH-wildtype glioblastomas account for more than 90% of the tumors and preferentially manifest *de novo* with short clinical history in patients older than 50 years. In contrast, IDH-mutant glioblastomas, which have recently been re-named as astrocytoma, IDH-mutant, WHO grade 4 [3], are less common, typically occur in patients younger than 50 years and may develop from pre-existing IDH-mutant lower grade astrocytomas [2, 4]. Current standard therapy of glioblastoma consists of surgical resection followed by radiotherapy with concomitant and maintenance temozolomide (TMZ) chemotherapy [5]. Recently, tumor treatment fields (TTF) have been reported and approved as an additional treatment [6]. However, the outcome of IDH-wildtype glioblastoma patients remains poor, with median overall survival limited to 15-18 months and reported five-year survival rate of less than 10% [7]. The majority of glioblastomas demonstrate remarkable resistance to radiation and chemotherapy either upfront or during the course of treatment [8, 9]. Only a few alterations have been established as clinically relevant biomarkers to date, including IDH mutation as a diagnostic and prognostic biomarker, as well as aberrant promoter methylation of the *O6-methylguanine DNA methyltransferase* (*MGMT*) gene as a predictor of benefit from TMZ [10–12]. However, clinically active molecularly targeted therapy approaches are still missing [13].

To further elucidate the molecular pathogenesis of glioblastoma, we evaluated long non-coding RNA (lncRNA) expression profiles in microarray-based gene expression data sets. LncRNAs are non-coding transcripts that are longer than 200 nucleotides [14]. Recent reports have indicated important roles of aberrant lncRNA expression in tumorigenesis, progression and therapy resistance of various cancers [15–17]. We identified the lncRNA *HOXA transcript antisense RNA myeloid-specific 1* (*HOTAIRM1*) as a candidate lncRNA which maps within the *HOXA* gene cluster on the short arm of chromosome 7 and was originally implicated in myelopoiesis through modulation of gene expression in the HOXA cluster [18]. Previous studies have reported that *HOTAIRM1* expression is increased in high-grade gliomas and in recurrent compared to primary glioblastomas [19, 20]. Recently, *HOTAIRM1* has been shown to promote glioma growth and invasion through up-regulation of *HOXA1* expression [21], through long-range chromatin interactions within HOXA cluster genes [22] and regulating *SNAI2* [23]. Moreover, *HOTAIRM1* has been proposed to promote glioma growth by acting as a sponge for several tumor suppressive miRNAs [24–26]. Here, we extend these findings by providing further clinical and functional evidence implicating *HOTAIRM1* as a driver of tumor aggressiveness that contributes to radioresistance and poor outcome of glioblastoma patients.

## Material and methods

### Cell culture

The glioblastoma cell lines T98G, U251MG and U87MG were obtained from American Type Culture Collection (ATCC, Manassas, VA, USA). LN-18 and LN-229 cell lines were provided by Dr. M. Hegi, Lausanne, while the SF126 cell line was obtained from the Japanese Collection of Research Bioresources Cell Bank (JCRB, Osaka, Japan). All lines were authenticated by short tandem repeat (STR) profiling and tested for mycoplasma contamination. Cell lines were grown in Dulbecco’s modified Eagle’s medium (#31966-021, DMEM, Thermo Fischer Scientific, Waltham, MA, USA) supplemented with 10% heat–inactivated fetal bovine serum (FBS, #F9665, Sigma-Aldrich, St. Louis, MO, USA) and 1% penicillin-streptomycin (#P4333, Sigma-Aldrich) in a humidified atmosphere with 5% CO_2_ atmosphere at 37 °C. Stable cells were grown and/or selected with the culture media containing either blasticidin [T98G, LN-18, SF126 and U87MG] (20 µg/ml, #ant-bl-1, InvivoGen, San Diego, CA, USA) or puromycin [LN-229and U251MG] (2 µg/ml, #ant-pr-5, InvivoGen).

### RNA preparation and real-time quantitative PCR

Total RNA extraction was performed by using TRIzol (#15596026, Thermo Fischer Scientific) or by using a Maxwell RSC instrument (#AS1340, RSC simplyRNA Tissue, Promega, Madison, WI, USA). Reverse transcription of total RNA (1 µg) was carried out using the MMLV-RT kit (#M3683, Promega) with random hexamers. Real-time quantitative PCR (RT-qPCR) was subsequently performed with a 1:10 dilution of reverse-transcribed cDNA using a CFX384 Touch™ Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA). RT-qPCR TagMan Universal Master Mix II (#4440038, Thermo Fischer Scientific) was employed, with TagMan probes specific for *HOTAIRM1*- (exon 1-3, #Hs.PT.58.45434173, Integrated DNA Technologies (IDT), Coralville, IA, USA), *TGM2* (#Hs.PT.58.23141755, IDT) or *PGK1* (#Hs.PT.58 v.606641, IDT). RT-qPCR results were evaluated by 2^−ΔΔ*Ct*^ method [27] using *PGK1* expression levels as a housekeeping gene control.

### Generation of *HOTAIRM1* or *TGM2* knock-down glioblastoma cells

For transient knock-down of *HOTAIRM1* and *TGM2*,T98G, LN-229, LN-18, SF126 or U251 glioblastoma cells were seeded (100,000 cells per well) into 6-well plates the day before knock-down. Specific knock-down of *HOTAIRM1* or *TGM2* and the corresponding non-target negative controls was achieved by using *HOTAIRM1*-specific siPOOLs (#100506311, siTOOLs Technology, Planegg, Martinsried, Germany), *TGM2*-specific siPOOLs (#7052 - TGM2 (human), siTOOLs Technology) and non-target siPOOLs (Neg. control siPOOL 5 nmol, siPOOL Technology), respectively. Transfection of siPOOLs was performed using Lipofectamine RNAiMAX Transfection Reagent (#13778150, Thermo Fischer Scientific). Briefly, 7.5 μl RNAiMAX Transfection Reagent was diluted in 125 μl Opti-MEM (#31985062, Thermo Fischer Scientific) pipetted into a well with 0.5 μl (5 pM) siPOOL in 125 μl Opti-MEM.

Lentivirus-containing *HOTAIRM1* shRNA constructs (sequence is 5′-GGAGACTGGTAGCTTATTAAA-3′) and non-target negative control shRNA constructs (sequence is 5′-CCTAAGGTTAAGTCGCCCTCG-3’) were obtained from IDT and the sequences were obtain from a previous study [28]. HOTAIRM1-pLK0.1-TRC plasmid and third generation lentiviral packing plasmids (pMDL/pRRE, pRSV-Rev and pMD2.G) were transfected into HEK-293T cells using polyethylenimine (#408727, PEI, Sigma-Aldrich). Fresh culture media was added (without antibiotics) after 24 and 48 h post transfection. The virus-containing medium (48 and 72 h after transfection) was stored at −80 °C. Glioblastoma cells (LN-229, LN-18, SF126 and U87MG) were seeded in 6-well plates the day before transduction and were infected with 1.5 ml of the viral suspension containing DMEM, 10% FBS and 2 µg/ml polybrene (#107689, hexadimethrine bromide, Sigma-Aldrich) for stable cell line generation. The virus-containing medium was removed 24 h post transduction and replaced with medium containing puromycin or blasticidin for at least a week.

### Determination of cell viability

Cells were seeded (1000-4000 cells per well) into white-bottom 96-well plates (#136101, Thermo Fischer Scientific) and incubated for 72 h. Afterwards, cells were incubated with sterile 100 μl of 1:1 diluted (with PBS) CellTiter-Glo (#G7570, Promega) for 10 min at RT, shaken for 2 min and the absorbance was measured with a Spark 10 M microplate reader (Tecan, Maennedorf, Switzerland). All experiments were independently repeated at least three times.

### Determination of cell invasion in vitro

Corning BioCoat™ Matrigel Invasion Chambers (#354480, Corning, Bedford, MA, USA) were used to determine invasive capacity of glioblastoma cells in vitro. Transwell membranes were activated by adding 500 μl serum-free medium for 2 h at room temperature. Afterwards, 750 μl medium containing 10 % FBS was added into the lower chamber. 2.5 × 10^5^ cells in 500 μl were resuspended in serum-free medium and were added to the upper chamber. The chambers were removed after 48 h incubation (at 37 °C), the medium was removed and the membrane was washed once with PBS. Next, the cells that had migrated across the polycarbonate membrane were fixed with methanol for 2 min and stained with 1% toluidine blue for 2 min. The membrane was washed 4 times with distilled water and cells remaining in the upper chamber were removed using a cotton swab. Membranes were allowed to air dry for a minimum of one hour before being mounted with vectashield mounting medium (#H-1000, Vector laboratories, Burlingame, CA, USA) on a glass slide. Finally, six random fields were selected and imaged (20X) using an Axiovert 200 microscope (Zeiss, Oberkochen, Germany) and the AxioVision (Version 4.8) software. Invading cells were counted for each membrane. All experiments were independently repeated at least three times.

### Determination of colony formation and in vitro radiosensitivity

Cells were harvested using trypsin, counted with Vi-CELL XR (Beckman Coulter, Brea, CA, USA), plated on culture-treated 100 mm dishes (500 − 1000 cells per plate) and cultured for 21 days. At the end of the incubation period, media was removed from dishes and cells were washed once in PBS and fixed with 10% formalin for 45 min. Cells were then stained with 0.1% crystal violet for 1 h, washed in H_2_O to remove excess dye and were allowed to air dry overnight. The following day, colonies that were visible to the naked eye were counted. All experiments were repeated at least three times.

For the in vitro radiation assay, cells were irradiated at 2 and 4 Gy using a Gulmay RS225 irradiation machine (Gulmay GmbH, Krefeld, Germany). Afterwards, the colony formation assay was performed as described above to evaluate the effect of the irradiation. For determing the efect of radiation on *HOTAIRM1* expression, 4 Gy irradiated cells were seeded (100,000 cells per well) into 6-well plates and samples were harvested 48 h post-seeding. HOTAIRM1 transcript levels were measured using qRT-PCR and results were validated using published data GSE153982 and GSE111247 [29].

### miRNA-175-5p transient over expression

For transient over-expression of miR-17-5p mimic, 2uL of hsa-miR-17-5p mirVana mimic (50μM concentration; #4464066, Ambion) or mirVana miRNA mimic negative control #1 (50μM concentration; #4464058, Ambion) was mixed with 2uL of Lipofectamine 2000 Transfection Reagent (#11668019, Thermo Fischer Scientific) in 100μL of Opti-MEM (#31985062, Thermo Fischer Scientific), and incubated for 15 min.

Each transfection mix was placed into an individual well of a 6-well plate followed by addition of a 2 mL cell suspension of LN-229 glioblastoma cells with a final seeding density of 150,000 cells per well. Transfections were harvested 72 h post-transfection.

### Luciferase reporter assay

Plasmid insert (hg38, chr20:38,137,943-38,138,030), corresponding to the predicted miR-17-5p binding site within the 3’UTR of *TGM2*, was subcloned into psiCHECK-2 vector (Promega, # C8021). 

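The insert of 88 bases lies on chromosome 20 of hg38 from 38137943 to 38138030, and TGM2 is on the minus strand of this chromosome. The 19-base binding site, GTCCTAAGCACTTTATAAA on the strand of TGM2, lies from 38137964 to 38137982 and occurs 1 time on the chromosome, both strands counted. With 30 bases on each side it reads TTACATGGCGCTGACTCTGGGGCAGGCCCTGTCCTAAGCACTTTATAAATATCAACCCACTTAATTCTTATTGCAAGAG. The 8-base match to the seed of miR-17-5p (an 8mer, GCACTTTA) lies from 38137968 to 38137975. The mutated site, GTCCTAAGAAAAAAATAAA, differs from it by the substitutions C9A, C11A, T12A, T13A and T14A, with positions counted from 1 at the 5' end of the 19 bases. GENCODE v44 lists 6 transcripts of TGM2, and 2 of them overlap the insert. In the protein-coding transcript TGM2-201, which has 13 exons and 4970 bases, the seed match lies in intron 10, from 38132501 to 38138112, 7747 bases upstream of the stop codon on the genome. In TGM2-204, annotated as a retained intron, it lies in exon 10, at base 1837 of 1862. TGM2-204 has no annotated stop codon, so no 3'UTR was assigned to it. The authors used Ensembl release 84 on the same genome build, and the position of the insert in that release or in other annotations was not checked.

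**Figure D1:**
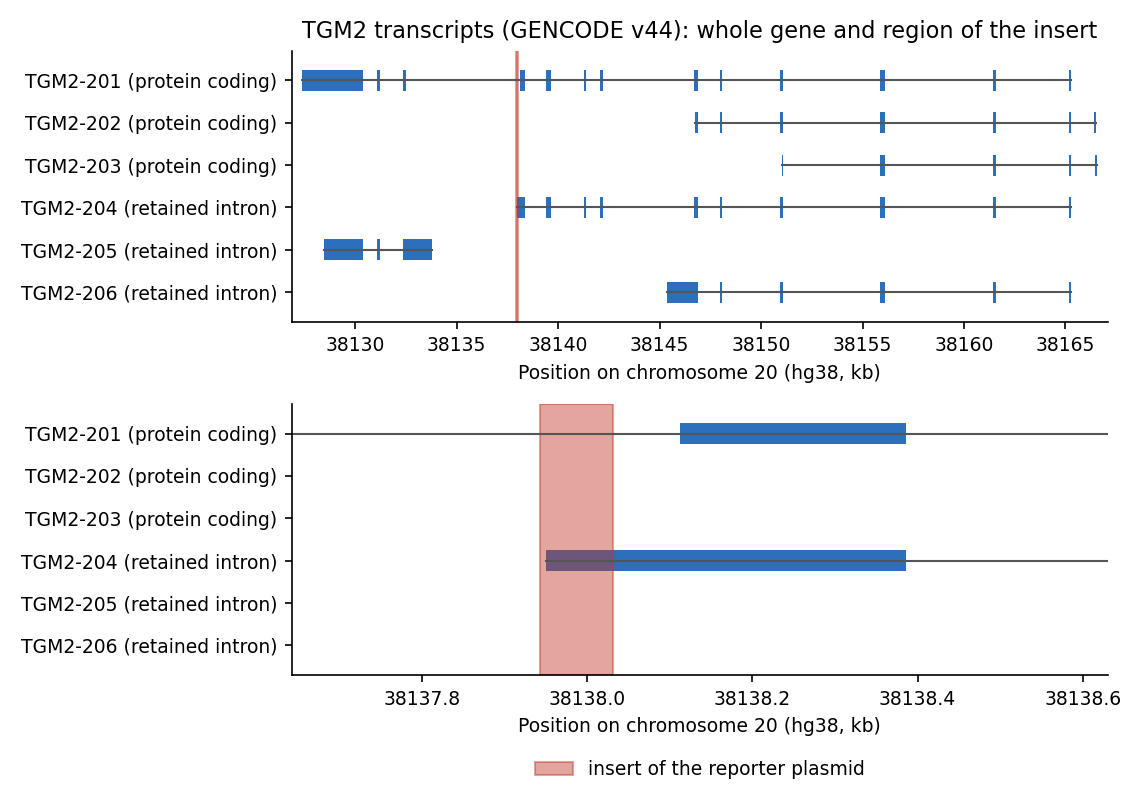
The 6 TGM2 transcripts of GENCODE v44 along chromosome 20 (hg38, positions in kb), with exons as blue boxes and the insert of the reporter plasmid in red; the upper panel shows the whole gene and the lower panel the region of the insert. The insert covers the end of the last exon of TGM2-204 and lies between exons of TGM2-201.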

The miR-17-5p binding site 5’-gtcctaagCACTTTataaa-3’ was mutated to 5’- gtcctaagAAAAAAataaa-3’. The correctness of insert orientations was confirmed by sequencing. The reporter activity was measured by using Dual-Luciferase Reporter Assay System (Promega, #E1910) according to the manufacturer’s instructions. The 3’UTR- Luciferase reporter gene assays were performed as described previously (Wolter et al., 2016) except for transfecting cells with 50 nM of miRNA mimic hsa-miR-17-5p (ThermoFisher Scientific, # 4464066) and control cells with 50 nM of the miRNA Negative Control #1 (ThermoFisher Scientific, # 4464058).

### In vivo mouse experiments

All animal experiments were performed in accordance with the guidelines of Swiss federal law on animal protection. CD1 Foxn1 nude mice were purchased from Charles River Laboratories (Wilmington, MA, USA). Eleven 6-10-week-old mice per group were used in all experiments. Mice were anaesthetized using an intraperitoneal 3 component injection consisting of fentanyl, midazolam and medetomidin, fixed under a stereotactic device (Stoelting, Wood Dale, IL, USA) and a burr hole was drilled in the skull 2 mm lateral and 1 mm posterior to the bregma. A Hamilton syringe needle was introduced to a depth of 3 mm and LN-229 human glioma cells (75,000) in a volume of 2 µl phosphate-buffered saline (PBS) were injected into the right striatum. Local cranial radiotherapy with a single dose of 12 Gy was performed at day 15 after tumor implantation using a Gulmay 200 kV X-ray unit at 1 Gy/min at room temperature. The mice were observed daily and euthanized when neurological symptoms developed. No blinding was done for mouse experiments.

### Western blot analysis

Cells were lysed and and total proteins were extracted using RIPA lysis buffer (#20-188, Merck Millipore, Burlington, MA, USA) supplemented with protease and phosphatase inhibitor cocktail from Roche (#04693132001 and #04906837001, Sigma-Aldrich). Proteins were quantified with the Bradford method using the Protein Assay Dye Reagent (#500-0006, Bio-Rad). Samples were separated by SDS-PAGE and transferred to a nitrocellulose membrane (#10600002, Sigma-Aldrich) by wet blot using the Mini Gel Tank and Blot Module (#A25977 and #B1000, Thermo Fischer Scientific). The membrane was incubated with rabbit anti-TGM2 (#3557 S, D11A6, 1:1000, Cell Signaling, Danvers, MA, USA), and mouse anti-Actin B (#MAB1501, clone 4, 1:5000, Merck Millipore) primary antibodies overnight at 4 °C. Next, the membrane incubated with species-specific, peroxidase-coupled secondary antibodies (anti-rabbit-HRP, #7074 S, 1:5000, Cell Signaling or anti-mouse-HRP, #H2014, 1:5000, Santa Cruz Biotechnology, Dallas, TX, USA) for an hour at RT. Finally, proteins were visualized using the SuperSignal West Femto Maximum Sensitivity Substrate (#34095, Thermo Fischer Scientific) and detected using the LAS-3000 Imaging System (Fujifilm, Minato, Tokyo, Japan).

### RNA sequencing

Total RNA was isolated from siRNA-mediated *HOTAIRM1* knock-down and control cells of T98G, LN-229 and U251 glioblastoma cell lines 72 h post-transfection using TRIZol reagent. 500 ng total RNA was processed using the TruSeq RNA Sample Preparation v2 kit (low-throughput protocol; Illumina, San Diego, CA, USA) to prepare the barcoded libraries. Libraries were validated and quantified using either DNA 1000 or high-sensitivity chips on a Bioanalyzer (Agilent, Santa Clara, CA, USA). 7.5 pM denatured libraries were input into cBot (Illumina), followed by deep sequencing using HiSeq 2500 (Illumina) for 101 cycles, with an additional seven cycles for index reading. Fastq files were imported into Partek Flow (Partek Incorporated, St. Louis, MO, USA). Quality analysis and quality control were performed on all reads to assess read quality and to determine the amount of trimming required (both ends: 13 bases 5´ and 1 base 3´). Trimmed reads were aligned against the hg38 genome using the STAR v2.4.1d aligner. Unaligned reads were further processed using Bowtie 2 v2.2.5 aligner. Finally, aligned reads were combined before quantifying the expression against the ENSEMBL (release 84) database using the Partek Expectation-Maximization algorithm. Partek Flow default settings were used in all analyses. RNA sequencing data has been deposited in the NCBI GEO dataset repository under the identifyer GSE152147.

### Mass spectrometry-based proteome analyses

For mass spectrometry (MS)-based proteome analyses, proteins were extracted from frozen cell pellets from siRNA-mediated *HOTAIRM1* knock-down and control cells of the T98G, LN-229 and U251 cell lines. In addition, proteins were extracted from shRNA-mediated *HOTAIRM1* knock-down and control cells of LN-229 cells as described. MS-based proteome analyses were performed as described before [30]. Cells were homogenized in urea buffer with a TissueLyser (Qiagen, Hilden, Germany) and subsequent sonication. After centrifugation for 15 min at 14,000 x g and 4 °C, supernatants were collected. Protein concentration was determined via Pierce 660 nm Protein Assay (Thermo Fischer Scientific) and 10 µg protein per sample were desalted through electrophoretic migration at 50 V for 10 min on a 4 −12 % Bis-Tris polyacrylamide gel (#EC62352BOX, Novex NuPAGE, Thermo Fischer Scientific). After silver staining, protein bands were cut out, reduced, alkylated and digested with trypsin before peptide extraction via sonication. Peptides were dissolved and diluted with 0.1 % TFA (v/v).

For MS-based proteome analyses, 15 µL peptide solution per sample was analyzed on a nano-high-performance liquid chromatography electrospray ionization mass spectrometer. The analytical system was composed of an RSLCnano U3000 HPLC coupled to a QExactive Plus mass spectrometer via a nano-electrospray ion source (Thermo Fischer Scientific). Injected peptides were concentrated and desalted at a flow rate of 6 µL/min on a trapping column (Acclaim PepMao C18, 2 cm×100 µm x 3 µm particle size, 100 Å pore size, Thermo Fischer Scientific) with 0.1 % TFA (v/v) for 10 min. Subsequently, peptides were separated at a constant flowrate of 300 nL/min over a 120 min gradient on an analytical column (Acclaim PepMap RSLC C18, 25 cm×75 µm x 2 µm particle size, 100 Å pore size, Thermo Fischer Scientific) at 60 °C. Separation was achieved through a gradient from 4 to 40% solvent B (solvent A: 0.1% (v/v) formic acid in water, solvent B: 0.1% (v/v) formic acid, 84% (v/v) acetonitrile in water). Afterwards, peptides were ionized at a voltage of 1,400 V and introduced into the mass spectrometer operated in positive mode. Mass spectrometry scans were recorded in profile mode in a range from 350-2000 m/z at a resolution of 70,000, while tandem mass spectra were recorded at a resolution of 17,500. Tandem mass spectra were recorded with a data-dependent Top10 method and 30% normalized collision energy. Dynamic exclusion was activated with a repeat count of 1 for 100 s.

Proteome Discoverer (version 1.4.1.14, Thermo Fisher Scientific) was applied for peptide/protein identification with Mascot (version 2.4, Matrix Science, London, UK) as search engine employing the UniProt database (human; including isoforms; date 2016-03-01). A false discovery rate of 1% (*p* ≤ 0.01) on peptide level was set as identification threshold. Proteins were quantified with Progenesis QI for Proteomics (Version 2.0, Nonlinear Dynamics, Waters Corporation, Newcastle upon Tyne, UK). The mass spectrometry proteomics data has been deposited to the ProteomeXchange Consortium via the PRIDE [31] partner repository with the data set identifier PXD020141.

### Determination of superoxide levels

Cellular and mitochondrial superoxide levels were determined by labeling cells with dihydroethidium (HEt, 10 µM, 10 min, and 37 °C; #D11347, Thermo Fischer Scientific) or the mitochondria-targeted variant MitoSOX ™ Red (5 μM, 10 min, 37 °C; #M36008, Thermo Fischer Scientific) as described elsewhere [32]. The staining reactions were stopped by washing the cells three times with PBS. The red fluorescence was documented using an Axio Observer Z1 microscope (Zeiss) with the dihydroethidium filter set (F39-500, F48-515, F47-895; AHF Analysetechnik, Tuebingen, Germany). Images were analyzed and fluorescence intensity was quantified using ImageJ software (Wayne Rasband at the National Institutes of Health; http://rsbweb.nih.gov/ij/).

### Bioinformatic and statistical analyses

Statistical analyses were preformed by using GraphPad Prism (version 5.0) (https://www.graphpad.com/scientific-software/prism/). Experimental data are represented as mean ± SEM based on at least three independent experiments. The two-way ANOVA test was used for statistical analyses of qRT-PCR, viability, invasion, colony formation and reactive oxygen species (ROS) staining assays. Paired T-tests or Mann-Whitney tests (non-parametric t-test) were used for comparisons between two groups for statistical analysis of in vitro radiation, western blotting quantification and N-acetyl cysteine (NAC) assays. Differences between groups were considered statistically significant at *p* < 0.05. Kaplan-Meier survival analysis were calculated using the Log Rank method.

Protein-coding genes were filtered out from the Affymetrix U133 Plus 2 array data leaving a final count of 2858 lncRNAs. Initial identification of lncRNAs in glioblastoma samples from long-term (> 36 months overall survival) versus short-term survivors (< 12 months overall survival) was carried out using GSE53733 data set based on a prospective cohort of the German Glioma Network [33], excluding the data from patients with intermediate overall survival between 12 and 36 months.

Kaplan-Meier survival curves were generated using both the GSE16011 dataset (Affymetrix U133 Plus 2 array filtered for glioblastoma samples, analyzed using R2 platform (Academic Medical Center (AMC) Amsterdam, the Netherlands)) and the TCGA dataset (Affymetrix Human Exon 1.0 ST array, https://www.cancer.gov/tcga, analyzed using IBM SPSS statistics (version 21 IBM Corporation)). The last quartile was used to define high *HOTAIRM1* expression.

Analysis of chromosome 7 gene expression relative to chromosome 7 copy number status was performed by plotting expression fold change according to disomy 7 versus trisomy 7 based on U133 Plus 2 glioblastoma datasets with copy number information (n = 29) taken from GSE7696, GSE36245 and GSE43289. In addition TCGA samples from the Affymetrix Human Exon 1.0 ST array were used in separate analyses with samples of undetermined copy number status being removed.

GeneSet Enrichment Analysis was performed using the t-value from the paired t-test for both RNA sequencing and proteomics data of the siRNA-mediated knockdown and respective controls. Gene sets were comprised of curated pathways from several databases including GO, Reactome, KEGG (March 24 2016 version; http://download.baderlab.org/EM_Genesets/current_release/Human/symbol/) and visualized using Cytoscape (www.cytoscape.org; *p* ≤ 0.001, *q* ≤ 0.05, similarity cutoff 0.5).

MicroRNA (miRNA) predicted to bind to *HOTAIRM1* and either of the 12 candidate proteins that were down-regulated after stable *HOTAIRM1* in LN-229 glioblastoma cells were identified using the miRanda tool (https://omictools.com/miranda-tool). Among these miRNAS, we selected those that showed inverse expression relative to *HOTAIRM1* in the investigated TCGA data set (https://www.cancer.gov/tcga).

*TGM2* promoter methylation status was investigated using a TCGA data set profiled using an illumina 450 K methylation array (https://www.cancer.gov/tcga). Only a small subset of samples have *HOTAIRM1* status since sample overlap was minimal between expression and methylation data.

## Results

### High *HOTAIRM1* expression is associated with shorter survival of glioblastoma patients

We took advantage of publically available glioma gene expression datasets to identify lncRNAs associated with overall survival of glioblastoma patients. First, we compared lncRNA expression profiles of primary glioblastoma samples from patients with long-term (overall survival > 36 months) versus short-term (overall survival < 12 months) using the German Glioma Network (GGN) cohort [33]. We found three lncRNAs that were significantly upregulated in the population of short-term survivors. Out of these lncRNAs, *HOTAIRM1* was a top candidate based on fold-change expression difference and statistical significance (Fig. 1A, Supplementary Table 1). We validated this observation across the cohort that higher *HOTAIRM1* expression also correlated with shorter overall survival (Supplementary Fig. 1A) and analyzed additional publically available data sets from two independent, non-overlapping patient cohorts published by The Cancer Genome Atlas (TCGA) consortium [34] (https://www.cancer.gov/tcga) and Gravendeel et al. (2009) [35]. Thereby, we confirmed that patients whose tumors show high *HOTAIRM1* expression levels, as defined by the upper quartile, demonstrated shorter overall survival (Fig. 1B, C). We confirmed *IDH1* mutation as a strong prognostic marker of longer survival in the GGN dataset [33] (Supplementary Fig. 1B) and found that the prognostic value of the *HOTAIRM1* expression was independent from *IDH1* mutation (Fig. 1D, E) and the *MGMT* promoter methylation status in this patient cohort (Fig. 1F, Supplementary Fig. 1). Glioblastoma patients whose tumors carried an *IDH1* mutation, *MGMT* promoter methylation and low *HOTAIRM1* expression showed the longest overall survival (Fig. 1F). Consistent with these prognostic associations, *HOTAIRM1* was recently shown by other investigators to be aberrantly expressed in glioblastoma [21] and associated with shorter survival of glioma patients [21, 24, 26].

**Fig. 1:**
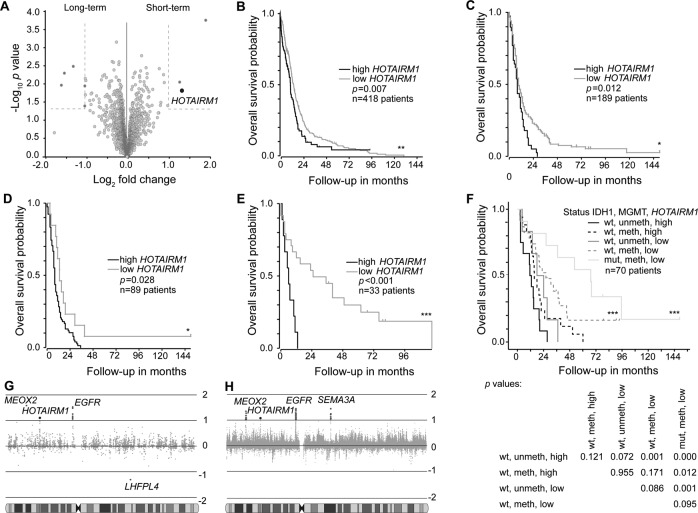
Prognostic role of *HOTAIRM1* expression in glioblastoma patient datasets. **A** Volcano plot showing differential expression of lncRNAs in glioblastomas from patients with long-term (overall survival > 36 months) versus short-term (overall survival < 12 months) survival in the German Glioma Network (GGN) cohort^24^. The black circle highlights *HOTAIRM1* while dark gray circles represent other lncRNAs with differential expression between survival groups (±2-fold change and *p* < 0.05). Light gray circles indicate lncRNAs that are not significant. **B** Overall survival plots of glioblastoma patients from TCGA [34] (https://www.cancer.gov/tcga) and **C** Gravendeel et al. [35] stratified according to high or low *HOTAIRM1* expression levels. Cut-off for high *HOTAIRM1* was determined by upper quartile and log rank statistics were calculated. **D**, **E** Overall survival of glioblastoma patients in the Gravendeel et al. [35] cohort according to *HOTAIRM1* expression in *IDH1-*wildtype (**D**) and *IDH1*-mutant glioblastomas (**E**). **F** Overall survival of glioblastoma patients in the GGN cohort [33] stratified according to *HOTAIRM1* expression, *MGMT* promoter methylation status, and *IDH1* mutation status (wt: wild-type; mut: mutant; meth: methylated; unmeth: unmethylated). The table below the Kaplan-Meier graph lists p-values for the individual subgroups. **G**, **H** Expression of genes mapping to chromosome 7 in glioblastomas stratified according to presence or absence of chromosome 7 gain. **G** Data based on primary glioblastoma [37–39] Affymetrix U133 Plus 2 arrays or (**H**) TCGA [34] Human Exon 1.0 ST array show *HOTAIRM1* as the only lncRNA with significantly increased expression in glioblastomas with chromosome 7 gain in addition to the coding genes *EGFR, MEOX2* and *SEMA3A*. Log rank analysis for Kaplan–Meier survival plots; ***p < 0.001, **p < 0.01, *p < 0.05.

Since the majority of glioblastomas display copy number gains of chromosome 7, often due to trisomy 7 [36], we evaluated the expression level of *HOTAIRM1* in relation to chromosome 7 copy number status in glioblastomas [37–39]. In addition to the epidermal growth factor receptor (*EGFR)* gene, i.e., the proto-oncogene most commonly amplified and overexpressed in IDH-wildtype glioblastoma [9], *HOTAIRM1* and the protein-coding gene *MEOX2* showed consistently increased expression in tumors with chromosome 7 gain when compared to tumors without this copy number increase (Fig. 1G, H). *EGFR* [40, 41] and *MEOX2* [42] overexpression have been implicated before as drivers of glioblastoma growth. *HOTAIRM1* was the only lncRNA on chromosome 7 that was significantly upregulated in gliomas with chromosome 7 gain.

### *HOTAIRM1* knock-down decreases glioblastoma cell viability, invasion, and clonogenicity

To determine effects of genetic knock-down of *HOTAIRM1* in glioma cells, we first performed a transient siRNA-mediated knock-down of *HOTAIRM1* in the four established glioblastoma cell lines U251MG, LN-229, LN-18, and T98G (Fig. 2A–D), which showed an intermediate expression level (Supplementary Fig. 2). Efficiency of *HOTAIRM1* knock-down was greater than 80% in each of the four cell lines (Fig. 2A). *HOTAIRM1* knock-down significantly reduced cell viability of these glioma lines by 20–30% (Fig. 2B). In addition, *HOTAIRM1* knock-down resulted in significant reduction of glioma cell invasiveness by 40–50% (Fig. 2C, Supplementary Fig. 3) and colony formation capacity by 25–40% (Fig. 2D).

**Fig. 2:**
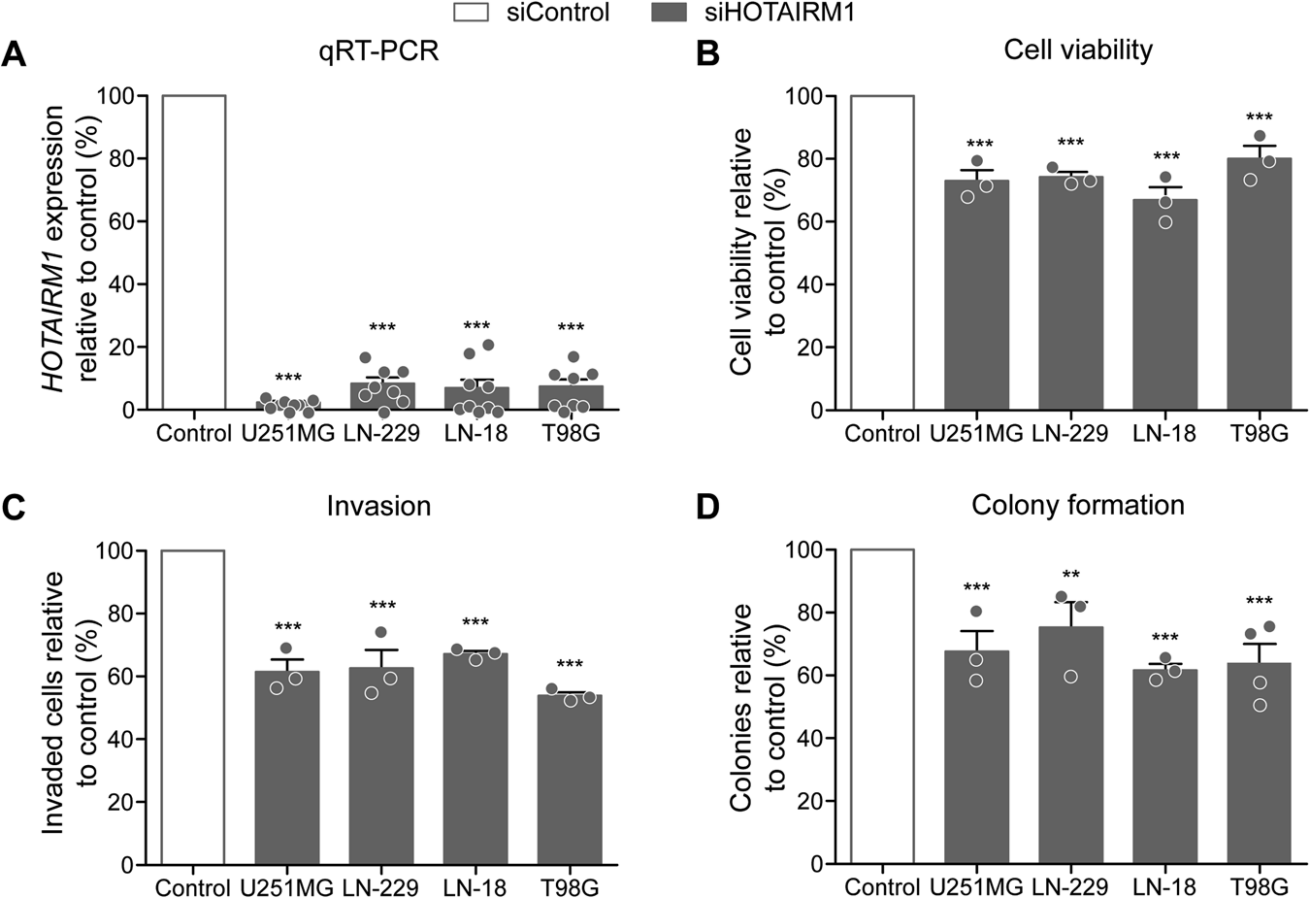
*HOTAIRM1* knock-down decreases oncogenic features in glioblastoma cell lines. siRNA-mediated knock-down was achieved using siPOOLS (siTOOLs Biotech, Planegg, Germany). **A** qRT-PCR was performed using TaqMan probes against *HOTAIRM1* or *phosphoglycerate kinase 1* (*PGK1*) as a housekeeping control gene. Following *HOTAIRM1* knock-down, the four investigated glioma cell lines showed reduced cell viability as determined with the CellTiter-Glo assay (**B**), reduced invasiveness measured in Boyden chamber assays (**C**), and, finally, decreased clonogenicity as determined by colony formation assays after seeding cells at a density of 500 (U251MG and LN-18) to 1000 (LN-229 and T98G) cells per 10 cm dish (**D**). White bars indicate the results of the respective control-transfected cells set to 100%. Filled bars are results obtained with *HOTAIRM1* knock-down cells. siControl: cells transfected with non-target siPOOLS; siHOTAIRM1: cells transfected with siPOOLS against *HOTAIRM1*. Two-way ANOVA was used for statistical analyses; mean ± SEM, ***p < 0.001, **p < 0.01. *n* = 4 independent experiments for the colony formation assays for T98G cell line, *n* = 3 independent experiments per cell line and assay.

To further investigate the phenotypic changes caused by *HOTAIRM1* knock-down, we generated stable knock-down glioma lines using a lentiviral shRNA approach. Twenty-four hours post transduction, glioma cell lines were selected using either clonal selection with puromycin (LN-229) or selection with blasticidin for pooled populations (LN-18, SF126 and U87MG). Efficient stable knock-down was achieved for *HOTAIRM1* in all cell lines (Supplementary Fig. 4A) and the phenotypic characterization was performed as described above for transient models (Supplementary Fig. 4B–D). The stable *HOTAIRM1* knock-down cell lines corroborated the phenotype observed in transient models, i.e., cell viability was decreased by 20–40% (Supplementary Fig. 4B), while cell invasion and colony formation were reduced by 20–70% (Supplementary Fig. 4C) and 15–70% (Supplementary Fig. 4D). These findings are in line with recently published data from other groups [21, 24–26].

### Proteogenomic analyses reveal evidence for mitochondrial dysfunction upon *HOTAIRM1* knock-down

To characterize molecular mechanisms underlying the observed effects of *HOTAIRM1* knock-down on glioma cells in vitro, we performed RNA sequencing and MS-based proteome analyses on three siRNA-mediated *HOTAIRM1* knock-down models (U251, LN-229, and T98G) and their respective control-transfected cell lines (Supplementary Tables 2-3). 

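RNA sequencing covered 6 libraries: 1 of control-transfected cells (siControl, non-target siPOOLs, which are pools of siRNAs) and 1 of HOTAIRM1 knock-down cells (siHOTAIRM1) in each of the established glioblastoma cell lines LN-229, T98G and U251, with RNA isolated 72 h post-transfection. No cell line had a replicate library, so the 3 cell lines served as the replicates of the comparison. The authors aligned the reads to hg38, quantified them on Ensembl release 84 with an Expectation-Maximization algorithm, which splits reads between transcripts, and deposited CPM values (read counts scaled to the size of the library) of 59074 genes with 0.0001 added to each value. The worth of 1 read, taken from the steps between low values, gave a depth of 88.3 M reads (siControl) and 104 M reads (siHOTAIRM1) in LN-229, 69.1 and 72.7 M in T98G, and 52.3 and 101 M in U251. Between 31.2 and 56.6 M of these reads per library fell on the listed genes. A level of 3 reads, the smallest that was taken as detectable, corresponded to 0.0289 to 0.0574 CPM. Between 71.7 and 76.8% of the values above 0.0001 were whole reads, so no test for counts was used.

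HOTAIRM1 (ENSG00000233429) lies on chromosome 7 of hg38 from 27095647 to 27100265 on the plus strand, and GENCODE v44 lists it as a lncRNA with 6 transcripts. In LN-229, HOTAIRM1 was at 1.99 CPM (95% Wilson interval 1.72 to 2.31) in the siControl library and 0.952 CPM (0.782 to 1.16) in the siHOTAIRM1 library, a reduction of 52.2% (95% interval 38.9 to 62.7%). In T98G, it was at 3.49 CPM (3.08 to 3.96) and 2.15 CPM (1.83 to 2.51), a reduction of 38.5% (24.8 to 49.7%). In U251, it was at 1.27 CPM (1.01 to 1.63) and 0.623 CPM (0.487 to 0.796), a reduction of 51.1% (31.0 to 65.4%). These intervals cover counting error only. Over the 3 cell lines, the log2 fold change of CPM + 1 was -0.54 (standard error 0.12, adjusted p = 0.0146 from limma with the cell line as block and Benjamini-Hochberg adjustment over 14294 genes). Without the block, the standard error was 0.41 and the adjusted p from limma was 1.00. The block was kept because, after subtraction of the mean of each condition, the libraries of the same cell line correlated across genes with r from 0.948 to 0.967 and those of different cell lines with r from -0.505 to -0.467. With each cell line left out in turn, the log2 fold change stayed between -0.56 and -0.50. A pseudocount of 0.1 in place of 1 moved it most, to -0.87 (adjusted p = 0.00302 from limma).

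**Figure D2:**
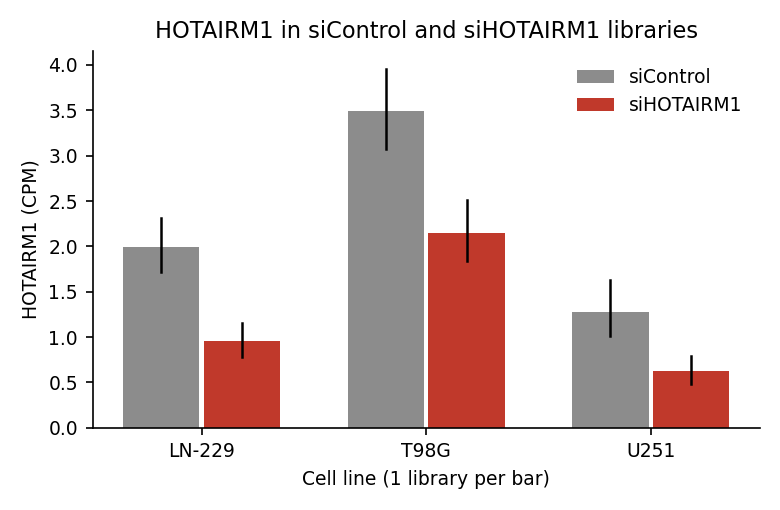
HOTAIRM1 in CPM in each of the 6 libraries, with siControl in grey and siHOTAIRM1 in red; each bar is 1 library and the lines are 95% Wilson intervals of the counting error. The siHOTAIRM1 library is lower than the siControl library in all 3 cell lines, and their intervals do not overlap.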

A proteogenomic approach was taken for integrative bioinformatic evaluation of the RNA and protein data sets. 

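Of the 14294 genes with a mean of at least 1 CPM, 286 had an adjusted p under 0.05 between the siHOTAIRM1 and siControl libraries (limma with the cell line as block). After knock-down, 59 of them were higher and 227 were lower, and 2622 genes had an unadjusted p under 0.05. Without the cell line in the model, 0 genes passed the threshold and 29 had an unadjusted p under 0.05. With the paired t-statistic of each gene alone and Benjamini-Hochberg adjustment, 0 genes passed and 896 had an unadjusted p under 0.05. Limma estimates the error of a gene in part from the other genes. The count of 286 thus rests on this shared error and not only on each gene's own spread over the 3 cell lines. Of the 286 genes, 274 changed in the same direction in all 3 cell lines (55 higher, 219 lower), which a paired test favours. The median change of all genes was 0.01 in LN-229, -0.19 in T98G and -0.03 in U251 on the log2 scale. With each library centred on its median, 41 genes passed the threshold, of which 15 (36.6%) were higher, against 20.6% higher without centring.

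Among the genes past the threshold and changed in the same direction in all 3 cell lines, the 5 largest rises in log2 fold change were those of TXNIP (1.64), SEMA6B (1.11), COL3A1 (1.07), HIPK2 (1.04) and STK40 (0.95). The 5 largest falls were those of CXCL8 (-1.30), DAZAP2 (-1.26), NT5E (-1.23), MAT2B (-1.21) and EMP1 (-1.12). Their adjusted p from limma ranged from 4.37e-06 (DAZAP2) to 0.0269 (COL3A1). COL3A1 rose by 3.06 in T98G and by 0.06 in LN-229 and 0.10 in U251, and CXCL8 changed by -0.04 in LN-229. The standard error of COL3A1 was 0.27 from limma and 0.99 from its own changes in the 3 cell lines. With each library centred on its median, SEMA6B, COL3A1, CXCL8 and EMP1 no longer passed the threshold. Of a list of 10 genes (9 of the genes that the paper names, and the miR-17 host gene MIR17HG), 9 passed the expression filter, and 1 of them, HOTAIRM1, was past the threshold over all genes. Adjusted over these 9 genes alone, 2 were past it, HOTAIRM1 and SNAI2. The log2 fold change of SNAI2 was -0.51 (adjusted p = 0.0660 over all genes from limma), with 3 reads in LN-229 in each library. MEOX2 was listed at 0.0001 CPM in all 6 libraries.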

First, preranked GeneSet Enrichment Analysis (GSEA) was performed using the t-statistic from the T-test for both the RNA sequencing data (see Supplementary Table 4 and 5 for the lists of positively or negatively enriched genesets identified by RNA sequencing, respectively) and the mass spectrometry data (see Supplementary Table 6 and 7 for the lists of positively or negatively enriched genesets identified by proteome analyses, respectively). The GSEA output was then visualized in cytoscape. The overlapping nodes that were similarly enriched in both datasets contain genesets involved in mRNA processing and translation, as well as mitochondrial translation and mitochondrial membrane function, suggesting that *HOTAIRM1* knock-down in glioma cells interferes with mitochondrial and translational functions (Fig. 3A, Supplementary Table 8).

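The gene set collection of the paper is not used here. In its place, 15 gene families that stand for the clusters of Fig. 3A and for related responses were written down by gene symbol, and 13 of them had at least 5 genes past the expression filter. They were tested by preranked GSEA on the paired t-statistic over the 3 cell lines, with 100000 permutations of genes and Benjamini-Hochberg adjustment over the 13 sets. Lower after knock-down with an adjusted permutation p of 0.0494 each were the nuclear-encoded respiratory chain (91 genes, normalized enrichment score -1.89), the cytosolic ribosome (80 genes, -1.75) and the mitochondrial ribosome (83 genes, -1.74). These were the 3 sets past the threshold, and 6 sets had an unadjusted p under 0.05. In 5 runs that differed in their random numbers, the adjusted permutation p of these 3 sets ranged from 0.0487 to 0.0501 and was under 0.05 in 4 runs. Translation factors (82 genes) had a score of -1.47 with an adjusted permutation p of 0.107. Mitochondrial carriers (42 genes) scored -1.51 (adjusted permutation p = 0.107), mitochondrial protein import (40 genes) -1.46 (0.115), and mitochondrial translation factors and aminoacyl-tRNA synthetases (39 genes) -1.42 (0.124). The mRNA processing genes (143 genes) scored -0.62 with an adjusted permutation p of 0.980. With the unpaired t-statistic in place of the paired one, 5 sets passed the threshold. Without the expression filter, the count moved most, to 9 of 14 sets. Permuting genes treats them as independent of each other. With camera, a limma test that allows for correlation between genes, 0 sets passed, the smallest adjusted p was 0.930, and 0 sets had an unadjusted p under 0.05. The correlation between genes that camera estimated was 0.688 for the respiratory chain, 0.872 for the cytosolic ribosome and 0.684 for the mitochondrial ribosome. With 6 libraries and the cell line in the model, these are rough estimates, and correlations this high leave camera little power. Its result thus does not exclude a change of these sets. From gene sets enriched in the same way in its RNA and protein data, the paper proposes that mitochondrial and translational functions are disturbed by the knock-down.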

**Fig. 3:**
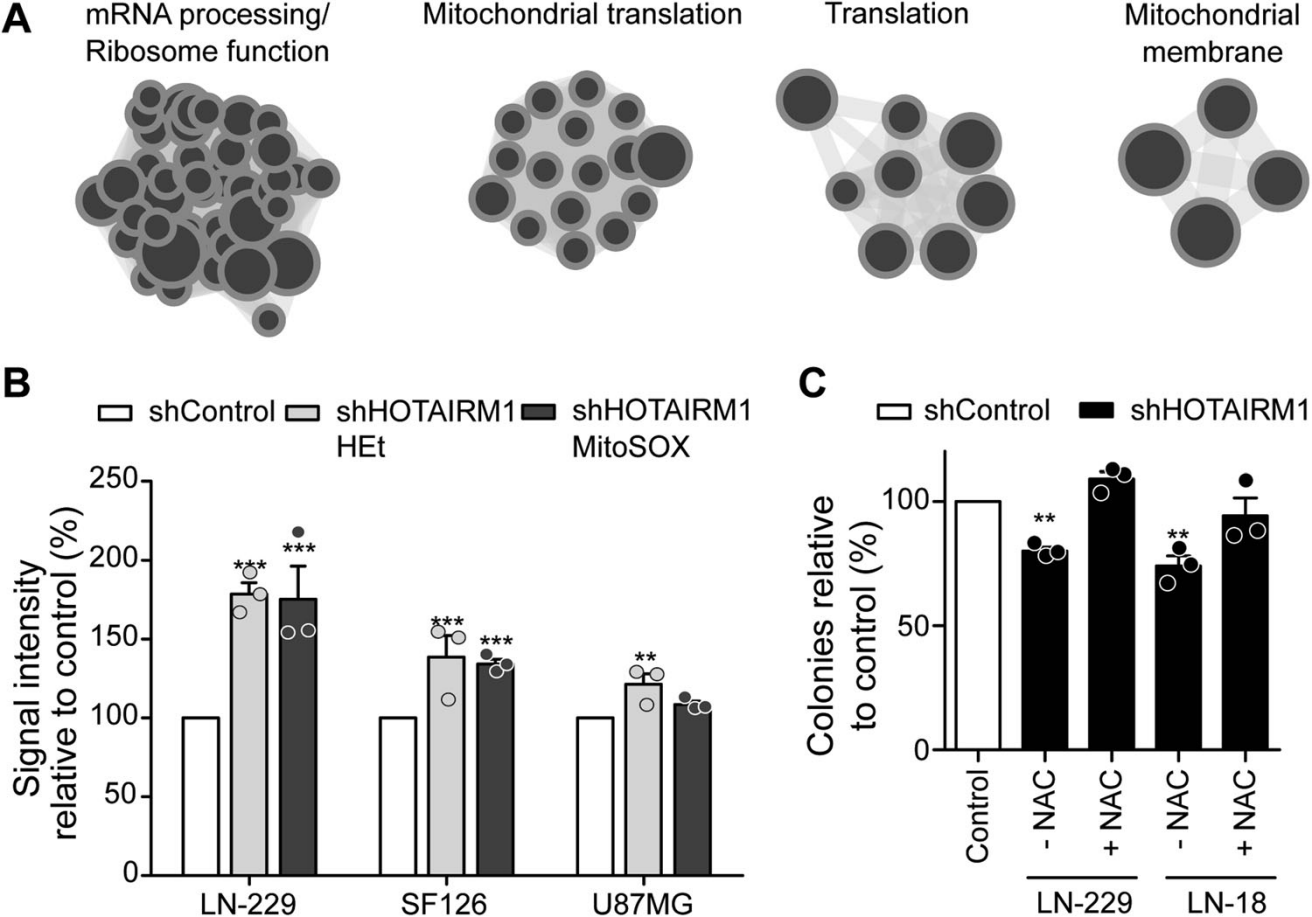
Knock-down of *HOTAIRM1* results in mitochondrial dysfunction and increased reactive oxygen species (ROS). **A** Merged GSEA of RNA sequencing and proteomics data showing overlapping geneset clusters related to mRNA processing/ribosome function, mitochondrial translation, translation and mitochondrial membrane (see supplementary tables 2–5 for the list of the genesets). **B** Quantification of HEt (general superoxide indicator) and MitoSox (mitochondrial superoxide indicator) staining performed on stable LN-229, SF126, and U87MG *HOTAIRM1* knock-down cells and respective controls (*n* = 3). Shown are ROS levels normalized to control cells. **C** Results of colony formation assays 21 days post antioxidant NAC treatment in stable LN-229 and LN-18 *HOTAIRM1* knock-down and control cells (*n* = 3). Two-way ANOVA was used for statistical analyses; mean ± SEM, ***p < 0.001, **p < 0.01, *p < 0.05.

To verify potential mitochondrial dysfunction upon *HOTAIRM1* knock-down, we performed immunofluorescent dihydroethidium (HEt) and MitoSOX stainings to measure cytoplasmic and mitochondrial superoxide levels, which is a type of reactive oxygen species (ROS), as an indicator of mitochondrial dysfunction [43]. *HOTAIRM1* knock-down cells showed increased ROS levels compared to control cells (Fig. 3B), a finding in line with the proteogenomic results suggesting deficient mitochondrial function in *HOTAIRM1* knock-down glioma cells. Further support for increased ROS levels as relevant driver of cellular effects caused by *HOTAIRM1* knock-down was obtained by treatment of LN-229 and LN-18 glioma cells with N-acetyl cysteine (NAC), a ROS scavenger, which showed that NAC treatment rescued the decrease in colony formation caused by *HOTAIRM1* knock-down (Fig. 3C, Supplementary Fig. 5).

### *HOTAIRM1* knock-down sensitizes glioblastoma cells to radiation in vitro and in vivo

Since radiation sensitivity has been associated with intracellular ROS levels [44] and since radiotherapy is an essential part of glioblastoma treatment, we investigated whether altered levels of *HOTAIRM1* affect radiosensitivity of glioblastoma cells. *HOTAIRM1* knock-down and control LN-229, SF126, and LN-18 cells were irradiated with either 2 or 4 Gy and colony formation capacity was evaluated in relation to non-irradiated cells. After 21 days, surviving colonies revealed a radiation dose-dependent significant decrease in colony formation compared to non-irradiated cells (Fig. 4A–C). *HOTAIRM1* knock-down caused reduced colony formation capacity of glioma cells already in non-irradiated cells (Fig. 2D; Supplementary Fig. 4D). However, we observed an additional, dose-dependent decrease in colony formation of *HOTAIRM1* knock-down glioma cells after irradiation compared to irradiated control-transfected glioma cells (Fig. 4A–C) which was not caused by an alteration in *HOTAIRM1* expression levels (Supplementary Fig. 6).

**Fig. 4:**
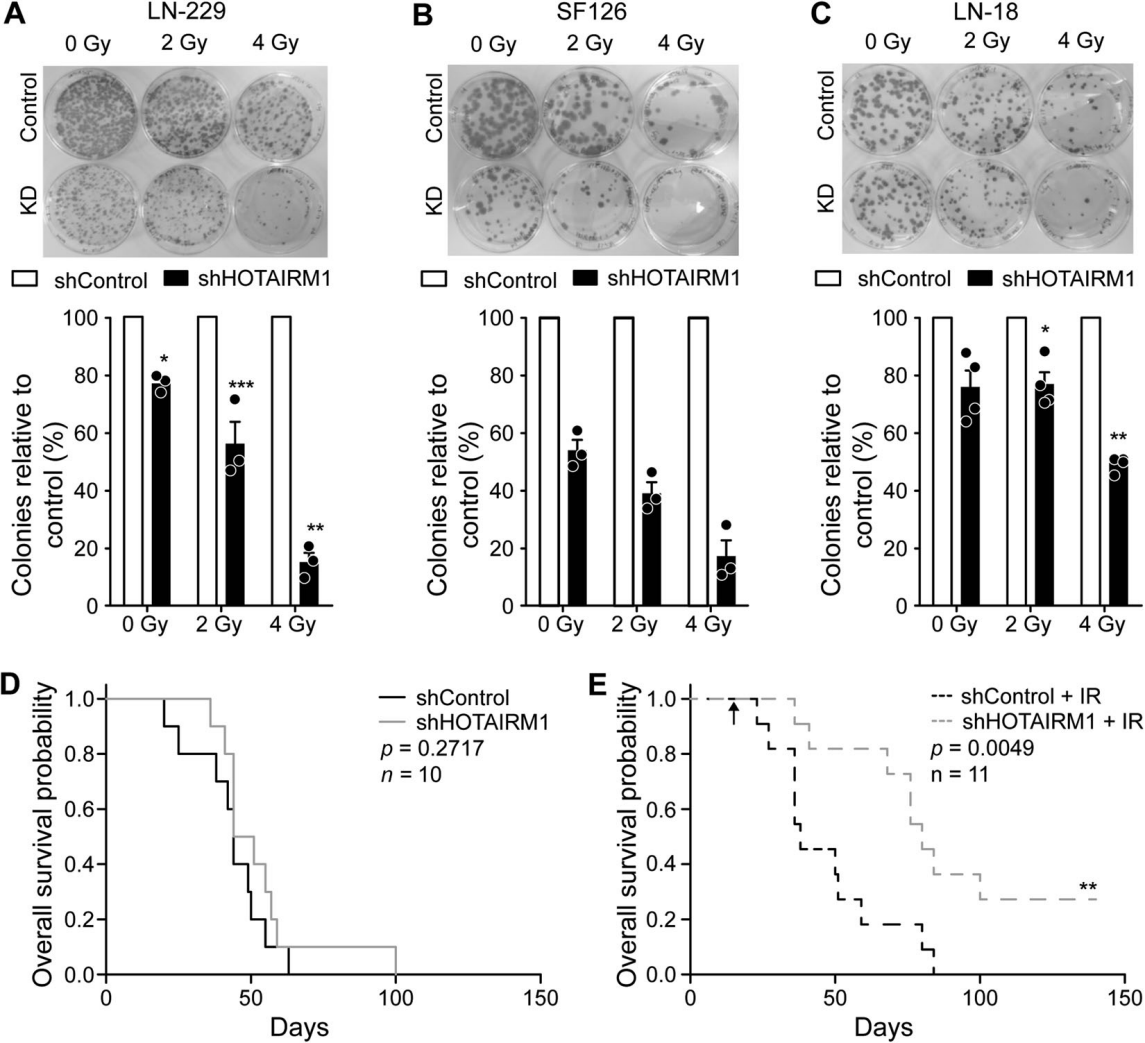
*HOTAIRM1* knock-down sensitizes glioblastoma cells to radiation in vitro and in vivo. **A**, **B**, **C** Representative images and quantification of colony formation assays 21 days post irradiation at indicated doses for stable (**A**) LN-229, (**B**) SF126, and (**C**) LN-18 *HOTAIRM1* knock-down (KD) and control cells. Counts were normalized to the corresponding counts in isogenic controls at respective radiation dose (**D**, **E**) Kaplan–Meier survival plots of mice harboring either *HOTAIRM1* stable knock-down or control transfected LN-229 orthotopic xenografts not treated with radiation (**D**) and treated with 12 Gy radiation at day 15 (arrow) (**E**). Gray and black lines represent *HOTAIRM1* knock-down and controls, respectively. shControl: non-target shRNA; shHOTAIRM1: shRNA against *HOTAIRM1*. Two-way ANOVA was used for colony formation statistical analyses and log rank analysis for Kaplan-Meier survival plots; ***p < 0.001, **p < 0.01, *p < 0.05.

To validate the radiosensitizing effect of *HOTAIRM1* knock-down in vivo, we investigated an orthotopic xenograft glioma model using LN-229 control and *HOTAIRM1* knock-down cells. Mice inoculated intracerebrally with LN-229 control or *HOTAIRM1* knock-down cells were evaluated for orthotopic tumor growth and survival either with or without single irradiation with 12 Gy at day 15 post tumor cell transplantation. *HOTAIRM1* knock-down did not alter overall survival when mice were not irradiated (Fig. 4D), with control and *HOTAIRM1* knock-down LN-229-bearing mice exhibiting median overall survivals of 43 and 44.5 days, respectively. This finding contrasts with a recent study showing reduced in vivo tumor growth of U87MG glioma cells following *HOTAIRM1* knock-down [21], which might be related to the different models and experimental conditions. Importantly, however, we found that *HOTAIRM1* knock-down LN-229-bearing mice survived significantly longer following radiotherapy when compared to mice transplanted with control-transfected LN-229, as indicated by median overall survivals of 80 versus 38 days, respectively (Fig. 4E).

### *Transglutaminase 2* (*TGM2*) is down-regulated upon *HOTAIRM1* knock-down in glioblastoma cells

Mass spectrometry-based proteome analyses using the stable LN-229 *HOTAIRM1* knock-down model detected 16 proteins that were upregulated and 12 proteins that were down-regulated upon *HOTAIRM1* knock-down (Supplementary Tables 9–11). Transglutaminase 2 (*TGM2*) was detected as one of the 12 proteins that were down-regulated in *HOTAIRM1* knock-down LN-229 cells and also was significantly correlated with *HOTAIRM1* in the TCGA glioblastoma patient tissues (Supplementary Fig. 7A). Interestingly, *TGM2* has been shown to play a role in mitochondrial function [45] and cancer therapy resistance [46, 47]. Reduced *TGM2* mRNA and protein levels in *HOTAIRM1* stable knock-down LN-229, as well as other glioblastoma cell lines (U87MG, LN-18, and SF126) relative to control-transfected cells, were confirmed by RT-qPCR (Fig. 5A) and Western blotting (Fig. 5B–D). We corroborated reduced TGM2 expression upon siRNA-based knockdown of *HOTAIRM1* in LN-229, T98G, and U87MG, while U251MG showed no detectable expression on protein level of the proposed candidate (Supplementary Fig. 7B).

**Fig. 5:**
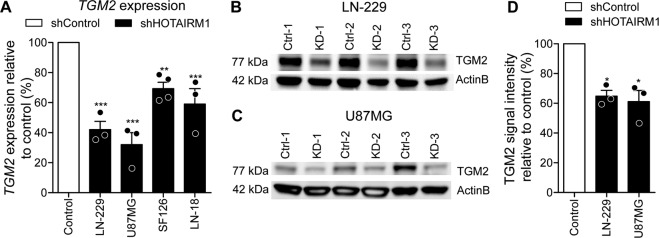
*TGM2* expression is correlated with *HOTAIRM1* expression. **A** qRT-PCR for *TGM2* expression was performed in control and stable *HOTAIRM1* knock-down LN-229, U87MG, SF126, and LN-18 cell lines. White bar indicates the results of the respective control cells set to 100%. Note that *HOTAIRM1* knock-down significantly reduces *TGM2* mRNA levels. **B–D** Western blotting analysis of TGM2 protein expression in control versus stable *HOTAIRM1* knock-down LN-229 (**B**) and U87MG (**C**) cell lines. Shown are three independent experiments. Beta-actin (ActinB) was used as a loading control. **D** Quantification of TGM2 protein expression by western blotting analysis in control versus stable *HOTAIRM1* knock-down LN-229 and U87MG cell lines. White bar indicates the results of the respective control cells set to 100%. Two-way ANOVA was used for statistical calculation for qRT-PCR and Student’s t test was used for statistical analysis. Control: non-target shRNA; KD: shRNA-mediated *HOTAIRM1* knock-down; mean ± SEM, ***p < 0.001, **p < 0.01, *p < 0.05. *n* = 3.

### siRNA-mediated *TGM2* knock-down mimics the phenotype of *HOTAIRM1* knock-down

To investigate functional roles of reduced *TGM2* expression in glioblastoma cells, we performed siRNA-mediated knock-down of *TGM2* in LN-229 and SF126 glioma cells (Fig. 6A). Similar to *HOTAIRM1* knock-down, *TGM2* knock-down resulted in significantly reduced cell viability (Fig. 6B), cell invastion (Fig. 6C), and colony formation (Fig. 6D). Although *TGM2* and *HOTAIRM1* expression is positively correlated, we did not observe the same survival benefit for *HOTAIRM1* (Supplementary Fig. 8A–D), as the strongest prognostic indicator observed was *MGMT* promoter methylation status (Supplementary Fig. 8E). The in vitro data are in line with studies reporting on tumor-promoting functions of TGM2 in other cancer models [48, 49] and suggest regulation of *TGM2* by *HOTAIRM1* as a putative mechanism driving glioma aggressiveness However, *TGM2* expression is not regulated by promoter methylation in patient samples, as analysis of glioblastoma methylation data showed that *HOTAIRM1* promoter is unmethylated in all samples, independently of high or low *HOTAIRM1* expression (Supplementary Fig. 7C).

**Fig. 6:**
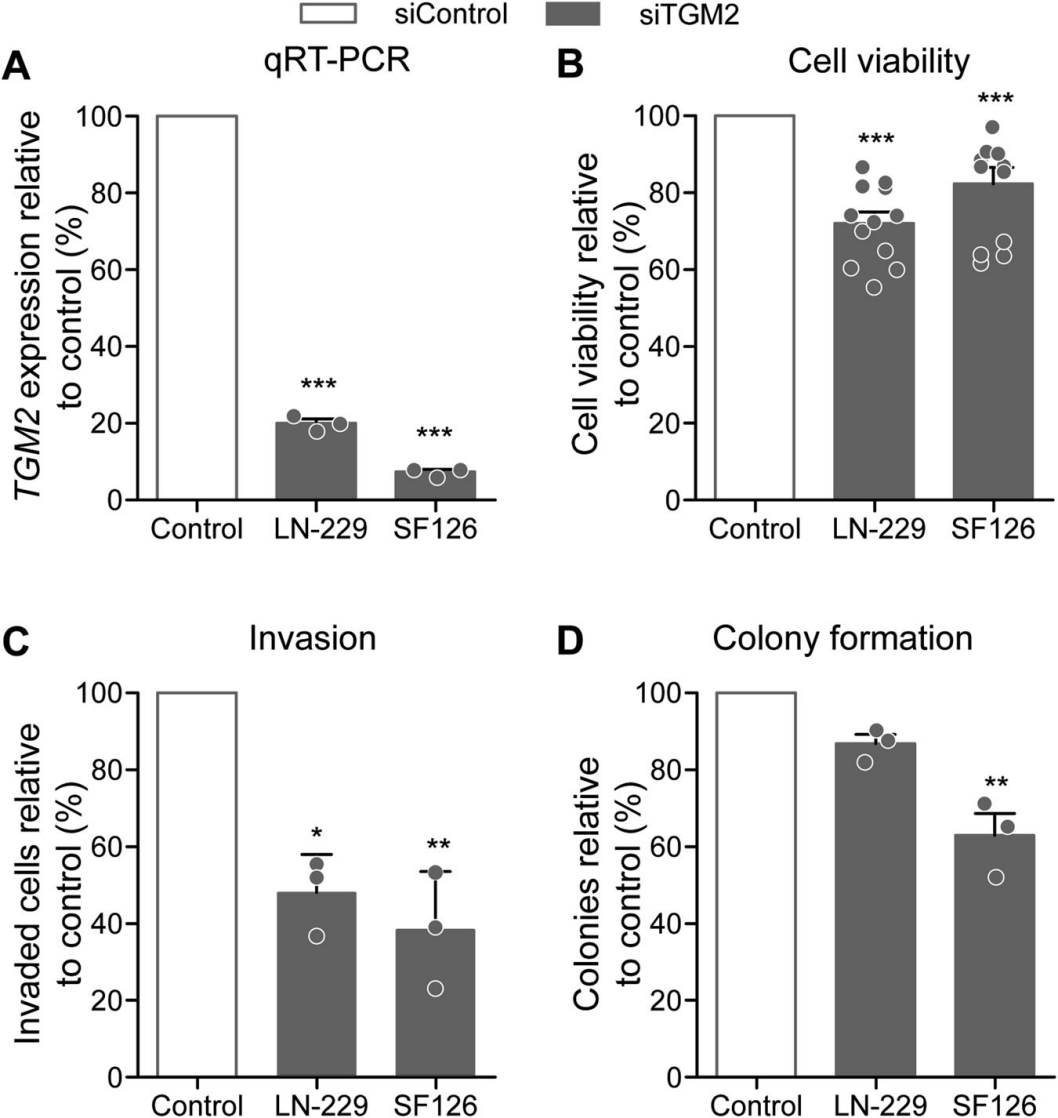
*TGM2* knock-down decreases oncogenic features in glioblastoma cell lines. **A** qRT-PCR analysis confirms siRNA-mediated knock-down of TGM2 in LN-229 and SF126 glioma cells. Shown are *TGM2* mRNA levels normalized to *PGK1* mRNA levels relative to control transfected cells set to 100%. Results of determination of cell viability using CellTiter-Glo assays (**B**), cell invasion using Boyden chamber assays (**C**), and colony formation propensity using colony formation assays (**D**) in control versus stable *HOTAIRM1* knock-down LN-229 and SF126 cell lines. White bars represent control cells normalized to 100%, filled bars represent *TGM2* knock-down cells. Two-way ANOVA was used for statistical analyses; mean ± SEM, ***p < 0.001, **p < 0.01. *n* = 3.

### Potential regulation of *TGM2* by *HOTAIRM1* via sponging of *hsa-miR-17-5p*

*HOTAIRM1* has recently been proposed to function as a sponge for several miRNAs [24–26, 50–54] including *miR-17-5p* [50, 53], *miR-129-5p*, and *miR-495-3p* [24]. Therefore, we performed in silico analyses to determine putative miRNA binding sites that are shared between *HOTAIRM1* and transcripts of the 12 proteins with significantly reduced expression in *HOTAIRM1* knock-down LN-229 cells. The number of candidate miRNAs with putative binding sites in *HOTAIRM1* and any of the 12 candidate gene transcripts was further narrowed down by filtering for those miRNAs whose expression was inversely correlated to the expression of the 12 genes in the TCGA mRNA and miRNA glioblastoma data set (accession: phs000178.v10.p8.c1). Together, these in silico analyses revealed 15 miRNAs targeting *HOTAIRM1* and at least one of the genes of interest (Supplementary Table 12). Interestingly, 14 of the 15 miRNAs had predicted binding sites in both *TGM2* and *HOTAIRM1* (Supplementary Table 12) which includes members of the miR17-92 cluster, specifically *hsa-miR-17-5p* that has been reported to interact with *HOTAIRM1* in gastric and colorectal tumor entities [50, 53]. We found that low levels of *hsa-miR-17-5p* expression are associated with shorter survival of glioblastoma patients in the TCGA cohort (Supplementary Fig. 9A) and that expression of *hsa-miR-17-5p* is inversely correlated with *TGM2* expression in this cohort set (Supplementary Fig. 9B), however, not with *HOTAIRM1* expression (Supplementary Fig. 9C). To support these data, we performed a miR-17-5p overexpression experiment whereby miR-17-5p mimics were transfected in LN-229 cells. We were able to verify that upon increased miR-17-5p expression levels, *TGM2* expression was reduced (Supplementary Fig. 10A). To show that miR-17-5p regulates *TGM2* 3′UTR, we then performed a luciferase assay using either the predicted miR-17-5p binding site of the *TGM2* 3′UTR (17-5 wt) or a corresponding miR17-5p mutant binding site (17-5 mt) fused to Luciferase. This showed that addition of a miR-17-5p mimic led to a reduction of 17-5 wt, but not of 17-5 mt, driven Luciferase (Supplementary Fig. 10B), altogether indicating that *TGM2* transcript is a target of miR-17-5p. Since *HOTAIRM1* was shown to bind to miR-17-5p [50, 53], our data suggest that *HOTAIRM1* regulates *TGM2* expression possibly by controlling the availability of miR-17-5p.

## Discussion

We have collected compelling evidence from several independent data sets that high *HOTAIRM1* expression is linked to clinical aggressiveness and shorter survival of glioblastoma patients and that gene copy number gain is a likely cause of increased *HOTAIRM1* expression levels in glioblastoma. 

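The RNA changes of the mitochondrial and ribosomal gene sets differed between the cell lines. Each set's median log2 change was ranked among 10000 random gene lists matched on expression in the same cell line, as a percentile with no test, because each cell line had 1 library per condition. In LN-229, the median change of the nuclear-encoded respiratory chain was 0.01 (percentile 48.5), that of the mitochondrial ribosome was 0.01 (percentile 40.8) and that of the cytosolic ribosome was 0.08 (percentile 100). In T98G, the medians of these sets were -0.41, -0.36 and -0.40, and relative to the median of all genes in this cell line they were -0.22, -0.17 and -0.21. In U251, they were -0.60, -0.46 and -0.69, and relative to the median of all genes -0.57, -0.43 and -0.66. In both T98G and U251, each of these medians was at percentile 0 of the matched lists. Of the 83 mitochondrial ribosome genes, 38 were lower after knock-down in LN-229, 81 in T98G and 77 in U251. Lists matched on transcript length as well as expression placed the T98G medians at percentile 0.01 for the respiratory chain, 5.74 for the mitochondrial ribosome and 40.6 for the cytosolic ribosome, and the U251 medians at percentile 0.01 or lower. The median change of translation factors was -0.03 in LN-229 (percentile 3.84), -0.39 in T98G (percentile 0.01) and -0.15 in U251 (percentile 4.71), and that of mRNA processing genes was 0.02, -0.23 and 0.03 (percentiles 89.2, 94.6 and 99.5). All 37 listed genes of the mitochondrial DNA, 13 of them protein-coding, were at 0.0001 CPM in the 6 libraries, so the transcripts of the mitochondrial genome were not measured.

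**Figure D3:**
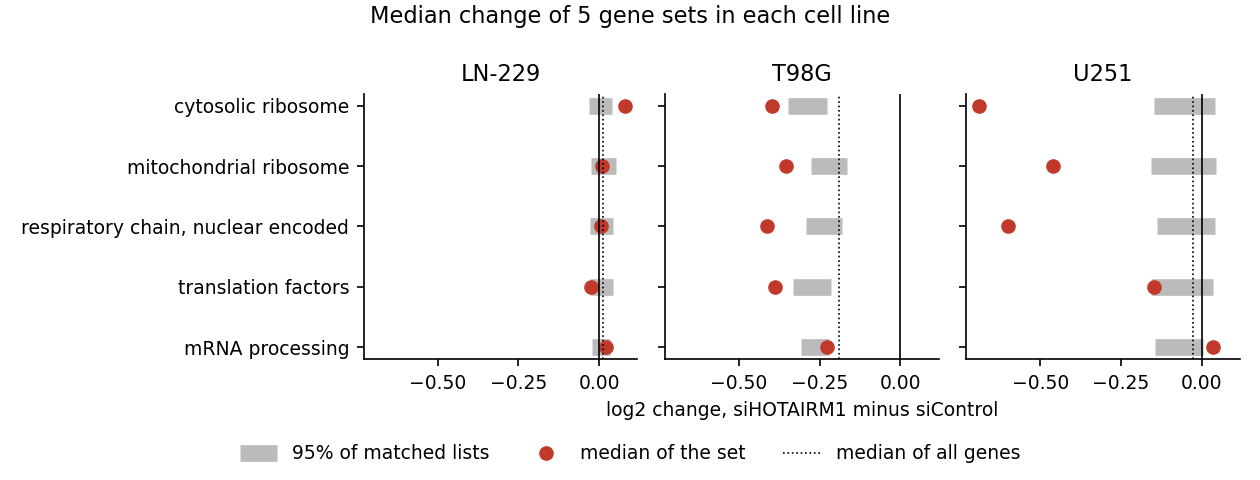
Median log2 change (siHOTAIRM1 minus siControl, red points) of 5 gene sets in each cell line, with the range that holds the middle 95% of 10000 expression-matched lists in grey; the solid line marks 0 and the dotted line the median of all genes. The points of the cytosolic ribosome, the mitochondrial ribosome and the respiratory chain lie left of the grey range in T98G and U251; in LN-229 the latter sets lie within it and the cytosolic ribosome lies right of it.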

After targeting *HOTAIRM1* expression in glioblastoma cell lines, the oncogenic potential of these cells was diminished and RNA sequencing and mass spectrometry data suggested impaired mitochondrial function. As it has been shown that cells are more sensitive after temozolomide treatment [24], we decided to focus on the novel finding of mitochondiral disfunction induced upon *HOTAIRM1* deficiency. Not only did we validate this finding in vitro, but our data indicate that high expression of *HOTAIRM1* supports radioresistance of glioblastoma cells, which in turn may contribute to shorter patient survival as seen in our in vivo model. Since radiation sensitivity has been associated with intracellular ROS levels [44], the modulation of ROS levels by *HOTAIRM1* shown in our study suggests *HOTAIRM1*-mediated reduction of intracellular ROS as a potential mechanism contributing to glioma radioresistance.

To determine additional factors implicated in the *HOTAIRM1* mode of action, stable control, and *HOTAIRM1* knockdown cell lines have been profiled by proteomic analysis, pointing to *TGM2* as a potential mediator of radioresistance. TGM2 is localized in mitochondria as well as in the cytoplasm, endoplasmic reticulum, and plasma membranes [55]. The function of TGM2 in mitochondria is an emerging field [45] and data indicate that TGM2 plays a role in metabolism and mitochondrial respiration [56]. Our data shows that *HOTAIRM1* promotes *TGM2* expression in glioblastoma cells, which is related to miRNA-mediated mechanisms implicating *hsa-miR-17-5p*. 

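HOTAIRM1 holds 1 match to the 8mer of the miR-17-5p seed, on chromosome 7 of hg38 from 27099992 to 27099999. The match is in 3 of the 6 transcripts in GENCODE v44, at base 742 of HOTAIRM1-202 (889 bases), base 509 of HOTAIRM1-204 (671 bases) and base 374 of HOTAIRM1-206 (647 bases). The other HOTAIRM1 transcripts have 0 matches to the 8mer and 0 to the 7-base word GCACTTT (a 7mer-m8). The annotated 3'UTR of TGM2-201 is 2834 bases long and holds 0 matches to the 8mer and 0 to the 7mer-m8. TGM2-201 has 1 match to the 7mer-m8 upstream of its stop codon, at base 201, where the stop codon ends at base 2136. The single 8mer match among the 6 TGM2 transcripts is that of TGM2-204. Sites without a full seed match were not searched.

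**Figure D4:**
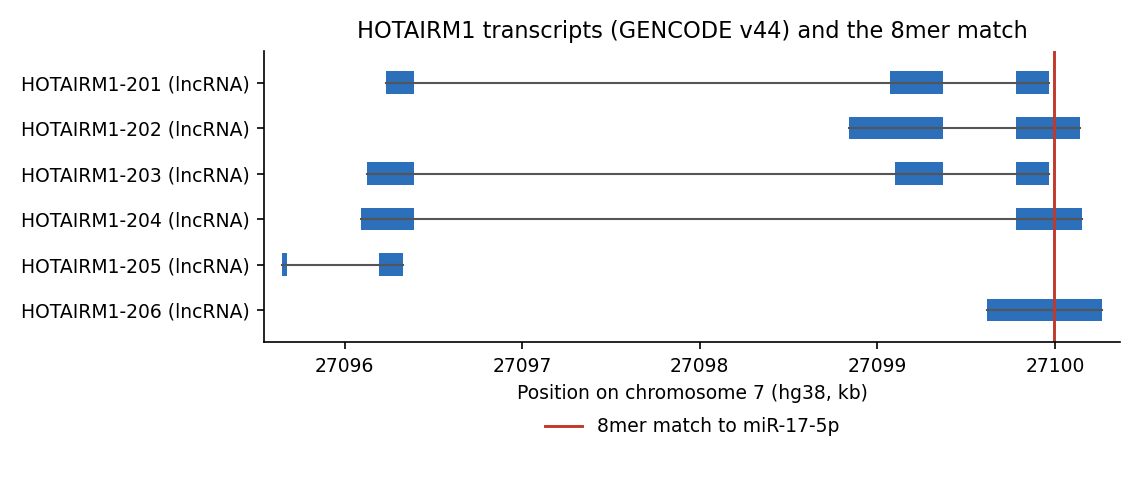
The 6 HOTAIRM1 transcripts of GENCODE v44 along chromosome 7 (hg38, positions in kb), with exons as blue boxes and the 8mer match as a red line. The line crosses an exon of HOTAIRM1-202, HOTAIRM1-204 and HOTAIRM1-206.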

Our analysis predicted binding sites for *hsa-miR-17-5p* in both *HOTAIRM1* and *TGM2* mRNAs. This microRNA, which has been reported to be upregulated by irradiation in glioblastoma [57], has been linked to glioma recurrence [58]. In addition, *TGM2* confers radioresistance in different types of cancer cells [47, 59]. Collectively, these data suggest that *HOTAIRM1* may promote glioma growth and therapy resistance by sponging *hsa-miR-17-5p*, and thereby increasing *TGM2* transcript and protein levels. Thus, in addition to the epigenetic modulation of *HOXA1* and the sponging *hsa-miR-129-5p* and *hsa-miR-495-3p*, sponging of *hsa-miR-17-5p* (and potentially other *TGM2*-binding miRNAs) by *HOTAIRM1* may cause increased *TGM2* mRNA and protein expression in glioblastoma. However, *HOTAIRM1* may also affect other downstream targets as suggested by the absense of TGM2 expresion in U251MG, as the siRNA-based *HOTAIRM1* depletion had similar antitumoral effects in this model. Furthermore, we showed *HOTAIRM1*-mediated TGM2 depletion, which might occur due to hsa-miR-17-5p modulation at the translational level as *TGM2* mRNA levels were not affected in T98G, while a reduction in protein levels was detected.

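TGM2 (ENSG00000198959) lies on chromosome 20 of hg38 from 38127385 to 38166578 on the minus strand. In the siControl library of U251, the value of TGM2 was worth 1 read, or 0.0192 CPM (95% Wilson interval 0.00338 to 0.108), where 3 reads would give 0.0574 CPM. In the siHOTAIRM1 library of U251, TGM2 was listed at 0.0001 CPM, or 0 reads (upper end of the interval 0.0380 CPM), where 3 reads would give 0.0296 CPM. In the deposited values, TGM2 RNA was thus under the level of 3 reads in both U251 libraries, and no fold change is given for this cell line. The paper's Supplementary Table 2 lists a value above that level for the siHOTAIRM1 library.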

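In T98G, TGM2 was at 8.31 CPM (95% Wilson interval 7.66 to 9.02) in the siControl library and 9.38 CPM (8.70 to 10.1) in the siHOTAIRM1 library. The change of log2(CPM + 1) was 0.16, and relative to the median of all genes in T98G it was 0.35. Without a pseudocount the log2 change was 0.17, with a 95% interval of the counting error from 0.014 to 0.33. With 1 library per condition, the spread between replicates of T98G is unknown. In LN-229, TGM2 was at 43.6 CPM (42.3 to 45.0) and 31.3 CPM (30.2 to 32.4). There the change of log2(CPM + 1) was -0.47, and relative to the median of all genes it was -0.48. Over the 3 cell lines, the log2 fold change of TGM2 was -0.11 (standard error 0.15, adjusted p = 0.728 from limma with the cell line as block). Without the block, the standard error was 1.76 and the adjusted p from limma was 1.00. These 3 include U251, where TGM2 was under the level of 3 reads; without U251 the log2 fold change was -0.15. With each cell line left out in turn, it ranged from -0.25 to 0.06, and it was above 0 without LN-229.

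**Figure D5:**
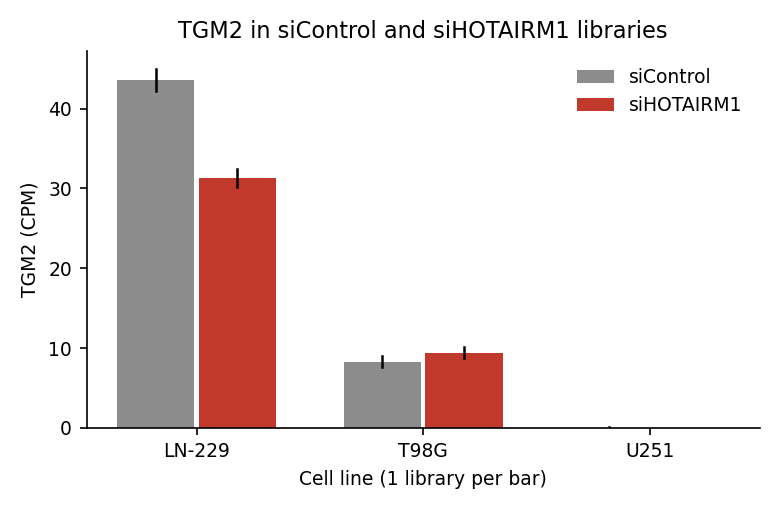
TGM2 in CPM in each of the 6 libraries, with siControl in grey and siHOTAIRM1 in red; each bar is 1 library and the lines are 95% Wilson intervals of the counting error. The siHOTAIRM1 library is lower in LN-229 and higher in T98G, and both U251 libraries are at 1 read or fewer.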

In summary, we confirm and extend recent data implicating *HOTAIRM1* as an oncogenic lncRNA driving tumor growth, therapy resistance, and poor prognosis of glioblastoma. Moreover, our data suggest a novel role for *HOTAIRM1* in regulating mitochondrial function and ROS levels in glioblastoma cells by modulating expression of *TGM2*, potentially by functioning as a miRNA sponge.

## Supplementary information

Supplementary Figure Legends

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Figure 8

Supplementary Figure 9

Supplementary Figure 10

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Tables 4-8, 10-12

Supplementary Table 9

author contribution form

CDDis checklist

# Supplementary material for: The long non-coding RNA HOTAIRM1 promotes tumor aggressiveness and radiotherapy resistance in glioblastoma
**Source:** Cell Death Dis. 2021 Sep 28;12(10):885. doi: 10.1038/s41419-021-04146-0
**Supplement:** Supplementary file 1 — Supplementary Figure Legends

**Supplementary Figure Legends**

**Supplementary Figure 1**

**High *HOTAIRM1* expression is associated with shorter survival of glioblastoma patients.** (**A**) Kaplan-Meier survival curves of 70 glioblastoma patients from the GGN cohort (1) stratified according to *HOTAIRM1* expression. Black and grey lines indicate patients whose tumors had high or low *HOTAIRM1* expression, respectively. Cut-off was determined by final quartile and log rank statistics were calculated. (**B**) Kaplan-Meier survival plot of the same patient cohort stratified according to *IDH* mutation status; black and grey lines indicate patients with IDH-wildtype or IDH-mutant tumors, respectively. (**C**) Kaplan-Meier survival plot of the patient cohort stratified according to *HOTAIRM1* expression (black and grey lines, high and low *HOTAIRM1*, repsectively) and *MGMT* protomer metylation (full and dashed lines, methylated vs unmethylated MGMT, respectively). (**D**) Kaplan-Meier survival plot of (**C**) after excluding the patients with IDH-mutant tumors.

**Supplementary Figure 2**

***HOTAIRM1* expression levels in various glioma cell lines are similar to those seen in glioblastoma tissue samples.** *HOTAIRM1* expression is shown using the Gravendeel *et al*. dataset (2) for non-neoplastic brain samples (n=8) and glioblastoma tissue samples (n=159), as well as, the Cancer Cell Line Encyclopedia (CCLE, GSE36133) glioma cell lines (n=43) profiled using the Affymetrix U133 Plus 2 array. Arrows and bold names indicate the glioblastoma cell lines used in this study.

**Supplementary Figure 3**

***HOTAIRM1* knock-down decreases invasiveness in established glioblastoma cell lines.** Invasiveness was measured using Boyden chamber assays. Representative images (10X) from one of three replicates of the Boyden chamber assays performed for each cell line are shown. siControl: cells transfected with non-target siRNA pool; siHOTAIRM1: cells transfected with siRNA pool against *HOTAIRM1.*

**Supplementary Figure 4**

**Stable *HOTAIRM1* knock-down decreases oncogenic features in glioblastoma cell lines.** Stable knock-down was achieved using shRNA against *HOTAIRM1*. (**A**) qRT-PCR was performed using TaqMan probes against *HOTAIRM1* or *phosphoglycerate kinase 1* (*PGK1*) (housekeeping gene). (**B**) Cell viability was measured using CellTiter-Glo assays. (**C**) Invasiveness was measured using Boyden chamber assays. (**D**) Colony formation assays were done by seeding cells at a density of 500 (U251MG and LN-18) to 1000 (LN-229, U87MG and SF126) cells into 10 cm dishes. Histogram bars are as follows: outline bars represent results obtained for control-transfected cells set to 100% and filled bars are results obtained for the respective glioma cells after *HOTAIRM1* knock-down relative to the control cells. shControl: cells transduced with non-target shRNA; shHOTAIRM1: cells transduced with shRNA against *HOTAIRM1*. Two-way ANOVA was used for statistical analyses; mean +/-SEM, *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05. n = 3.

**Supplementary Figure 5**

**Increased reactive oxygen species after antioxidant treatment of *HOTAIRM1* knockdown compared to control.** (**A-B**) Results of colony formation assays 21 days post antioxidant NAC treatment in stable LN-229 (**A**) and LN-18 (**B**) *HOTAIRM1* knock-down and control cells (n = 3) (non-normalized data for Figure 3). Two-way ANOVA was used for statistical analyses; mean +/-SEM, *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05.

**Supplementary Figure 6**

**Radiation of established glioma cell lines does not alter *HOTAIRM1* expression levels.** Expression of *HOTAIRM1* was measured in gliomablastoma cells lines by qRT-PCR (SF126, LN229 or LN18 (**A)**) or by Affymetrix U133P2 arrays in two separate datasets (HK-374 (**B)** and LNZ308 **(C)**) 48 hours post 2 or 4Gy radiation. Two-way ANOVA was used for statistical analyses; mean +/-SEM (**A**) or Mann-Whitney test, mean +/-SD (**B-C**).

**Supplementary Figure 7**

**HOTAIRM1 and TGM2 expression levels are correlated.** (**A**) Dot plot showing Pearson correlation of *TGM2* and *HOTAIRM1* expression in glioblastomas of the TCGA cohort (3)*.* (**B**) Western blotting analysis of TGM2 protein expression in control versus transient *HOTAIRM1* knock-down of LN-229, U251MG, T98G and U87MG cell lines. Beta-actin (ActinB) was used as a loading control. (**C**) Heatmap showing the methylation status of the *TGM2* gene and probes up to 5kb upstream, and the relationship to *HOTAIRM1* expression, where available. Two-way ANOVA was used for statistical analyses; mean +/-SEM, * *p* < 0.05

**Supplementary Figure 8**

**Prognostic role of *TGM2* expression in glioblastoma patient datasets.** (**A** Overall survival plots of glioblastoma patients from TCGA (<https://www.cancer.gov/tcga>) and **(B)** Gravendeel *et al*. stratified according to high or low *TGM2* expression levels. Cut-off for high *TGM2* was determined by upper quartile and log rank statistics were calculated. (**C,D**) Overall survival of glioblastoma patients in the Gravendeel *et al*. cohort according to *TGM2* expression in *IDH1-*wildtype (**C**) and *IDH1*-mutant glioblastomas (**D**). (**E**) Overall survival of glioblastoma patients in the GGN cohort (1) stratified according to *TGM2* expression, *MGMT* promoter methylation status, and *IDH1* mutation status (wt: wild-type; mut: mutant; meth: methylated; unmeth: unmethylated). The table right of the Kaplan-Meier graph lists p-values for the individual subgroups. Log rank analysis for Kaplan-Meier survival plots**.**

**Supplementary Figure 9**

**Decreased *hsa-miR-17-5p* expression associates with shorter survival of glioblastoma patients.** (**A**) Kaplan-Meier plot illustrating overall survival of IDH-wildtype glioblastoma patients from the TCGA cohort (3) stratified according to *hsa-miR-17-5p* expression. Black and grey lines indicate patients whose tumors showed low and high *hsa-miR-17-5p* expression, respectively. Cut-off was determined by final quartile and log rank statistics were calculated. (**B**-**C**) Dot plots showing Pearson correlations of *hsa-miR-17-5p* and *TGM2* expression (**B**), and *hsa-miR-17-5p* and *HOTAIRM1* expression (**C**) in glioblastomas of the TCGA cohort^3^.

**Supplementary Figure 10**

**TGM2 expression is dependent on *hsa-miR-17-5p*.** (**A**) qRT-PCR of *TGM2* expression levels of LN-229 cells transfected with either a *hsa-miR-17-5p* mimic or a non-target negative control. (**B**) Dual-Glo luciferase assay where LN229 cells were transfected with a *hsa-miR-17-5p* mimic or a non-target negative control, as well as, a construct containing either the *TGM2* *hsa-miR-17-5p* binding site or a *TGM2* *hsa-miR-17-5p* mutated binding. Data is normlized to firefly luciferase for transfection efficiency. Student T-test were used for statistical analyses; mean +/-SEM, *** *p* < 0.001, ** *p* < 0.01, * *p* < 0.05.

**References**

1. Reifenberger G, Weber RG, Riehmer V, Kaulich K, Willscher E, Wirth H, et al. Molecular characterization of long-term survivors of glioblastoma using genome- and transcriptome-wide profiling. Int J Cancer. 2014;135(8):1822-31.

2. Gravendeel LA, Kouwenhoven MC, Gevaert O, de Rooi JJ, Stubbs AP, Duijm JE, et al. Intrinsic gene expression profiles of gliomas are a better predictor of survival than histology. Cancer Res. 2009;69(23):9065-72.

3. Cancer Genome Atlas Research N. Comprehensive genomic characterization defines human glioblastoma genes and core pathways. Nature. 2008;455(7216):1061-8.

# Supplementary material for: The long non-coding RNA HOTAIRM1 promotes tumor aggressiveness and radiotherapy resistance in glioblastoma
**Source:** Cell Death Dis. 2021 Sep 28;12(10):885. doi: 10.1038/s41419-021-04146-0
**Supplement:** Supplementary file 12 — Supplementary Table 1

**Supplementary Table 1. List of lncRNAs used for the Volcano plot**

| Probe ID     | Gene Symbol      | Fold Change | P Value     |
|--------------|------------------|-------------|-------------|
| 229782_at    | RMST             | 3.636649035 | 0.000168308 |
| 238021_s_at  | CRNDE            | 2.913392397 | 0.008799548 |
| 1557051_s_at | HOTAIRM1         | 2.460288269 | 0.014781021 |
| 238022_at    | CRNDE            | 2.371453092 | 0.008632333 |
| 228642_at    | HOTAIRM1         | 2.334469921 | 0.025503153 |
| 239153_at    | HOTAIR           | 1.948787255 | 0.038329668 |
| 235292_at    | FLJ32255         | 1.842214613 | 0.008873885 |
| 1557050_at   | HOTAIRM1         | 1.822677264 | 0.025906264 |
| 237189_at    | HOXB-AS1         | 1.819193248 | 0.005389652 |
| 234989_at    | NEAT1            | 1.742027557 | 0.031432957 |
| 213340_s_at  | TP73-AS1         | 1.729012422 | 0.037771583 |
| 214077_x_at  | MEIS3P1          | 1.695902792 | 0.003650158 |
| 232090_at    | DNM3OS           | 1.683495182 | 0.060970009 |
| 232752_at    | LOXL1-AS1        | 1.665393029 | 0.061404607 |
| 208816_x_at  | ANXA2P2          | 1.645311079 | 0.082458646 |
| 238320_at    | NEAT1            | 1.629975982 | 0.084841469 |
| 225239_at    | NEAT1            | 1.596143821 | 0.10593236  |
| 231925_at    | RP11-38P22.2     | 1.547676756 | 0.117320372 |
| 1566968_at   | SPRY4-IT1        | 1.540394515 | 0.150010207 |
| 232242_at    | PTPRG-AS1        | 1.524804972 | 0.013714417 |
| 233198_at    | GOLGA2P5         | 1.507360746 | 0.037839011 |
| 235291_s_at  | FLJ32255         | 1.490989736 | 0.031577727 |
| 1555907_at   | AGAP2-AS1        | 1.4758727   | 0.203940404 |
| 217551_at    | OR7E14P          | 1.456449363 | 0.056282813 |
| 1556364_at   | ADAMTS9-AS2      | 1.453308222 | 0.12348221  |
| 214823_at    | ZNF204P          | 1.435975317 | 0.136763193 |
| 241607_at    | LOC730102        | 1.43492702  | 0.040832792 |
| 1557241_a_at | RP11-524D16__A.3 | 1.434857561 | 0.089201968 |
| 220244_at    | LINC00312        | 1.433609139 | 0.015961321 |
| 228658_at    | MIAT             | 1.429858642 | 0.302893798 |
| 1560431_at   | RP11-87H9.3      | 1.429829313 | 0.021771783 |
| 227062_at    | NEAT1            | 1.42824586  | 0.233880179 |
| 215513_at    | HYMAI            | 1.418865863 | 0.071077021 |
| 1559117_at   | RP11-399K21.12   | 1.413653674 | 0.023074787 |
| 227868_at    | LOC154761        | 1.413146523 | 0.187498123 |
| 220609_at    | LOC202181        | 1.408907267 | 0.103668107 |
| 214740_at    | POLR2J4          | 1.402378742 | 0.013554623 |
| 1558354_s_at | RP1-1J6.2        | 1.396842462 | 0.104518574 |
| 230595_at    | PGM5-AS1         | 1.390845609 | 0.005024037 |
| 233249_at    | LOC100507073     | 1.389395612 | 0.036658184 |
| 1561759_at   | LOC645513        | 1.386193483 | 0.006500854 |
| 233947_s_at  | TBX5-AS1         | 1.380897357 | 0.080342577 |
| 1556378_a_at | LOC440896        | 1.376236822 | 0.063984012 |
| 229015_at    | LOC286367        | 1.375719307 | 0.012065296 |
| 230882_at    | DLX6-AS1         | 1.366457302 | 0.397707447 |
| 244571_s_at  | RP11-159N11.4    | 1.365705498 | 0.003445356 |
| 244512_at    | HOXB-AS1         | 1.362344995 | 0.009225247 |

|              |               |              |             |
|--------------|---------------|--------------|-------------|
| 230876_at    | ZNF883        | -1.5786939   | 0.031795046 |
| 217014_s_at  | AZGP1P1       | -1.58084155  | 0.041404326 |
| 218820_at    | C14orf132     | -1.583674113 | 0.025434952 |
| 229613_at    | RP11-401P9.4  | -1.585978821 | 0.076008236 |
| 230650_at    | RP11-102F4.3  | -1.6057136   | 0.246223154 |
| 1553797_a_at | LOC400940     | -1.619737381 | 0.294398192 |
| 241401_at    | WDFY3-AS2     | -1.6503084   | 0.020713685 |
| 238081_at    | WDFY3-AS2     | -1.651983674 | 0.025694182 |
| 214120_at    | RFPL1S        | -1.703746869 | 0.145949619 |
| 1558226_a_at | RP11-731J8.2  | -1.739679015 | 0.026783976 |
| 232833_at    | RP6-201G10.2  | -1.743300865 | 0.060694333 |
| 238360_s_at  | LINC00672     | -1.784330423 | 0.017339443 |
| 230741_at    | RP11-340F14.5 | -1.806502451 | 0.018193326 |
| 1557481_a_at | LINC00320     | -1.807399882 | 0.035993792 |
| 226558_at    | MAFIP         | -1.83690181  | 0.052832816 |
| 239671_at    | RP11-355I22.7 | -1.847082512 | 0.027680631 |
| 1558388_a_at | UG0898H09     | -1.888278803 | 0.051276553 |
| 238603_at    | LINC00925     | -1.968565962 | 0.007793102 |
| 1558387_at   | UG0898H09     | -1.982271974 | 0.019376898 |
| 1563367_at   | MAPT-AS1      | -1.985038306 | 0.00685486  |
| 240869_at    | RP4-791K14.2  | -2.002367141 | 0.011026718 |
| 1556904_at   | RP11-731J8.2  | -2.002488287 | 0.039334398 |
| 224589_at    | XIST          | -2.220479455 | 0.279076366 |
| 1559992_a_at | LINC00645     | -2.419436201 | 0.003165824 |
| 214218_s_at  | XIST          | -2.45972015  | 0.252279633 |
| 221728_x_at  | XIST          | -2.514931544 | 0.253688694 |
| 227671_at    | XIST          | -2.742634897 | 0.264371864 |
| 224590_at    | XIST          | -2.761623574 | 0.224374338 |
| 237696_at    | RP11-231C18.1 | -2.798992159 | 0.004870465 |
| 230577_at    | LINC00844     | -2.940354956 | 0.010491933 |
| 224588_at    | XIST          | -3.302290561 | 0.215853516 |

# Supplementary material for: The long non-coding RNA HOTAIRM1 promotes tumor aggressiveness and radiotherapy resistance in glioblastoma
**Source:** Cell Death Dis. 2021 Sep 28;12(10):885. doi: 10.1038/s41419-021-04146-0
**Supplement:** Supplementary file 13 — Supplementary Table 2

**Supplementary Table 2. RNA sequencing results of transient *HOTAIRM1* knockdown cells**

Data supplied as Log2 Expresion (counts per million (CPM))

| ID          | LN-229_HOTAIRM1_KD | LN-229_control | T98G_HOTAIRM1_KD | T98G_control | U251_HOTAIRM1_KD | U251_control |
|-------------|--------------------|----------------|------------------|--------------|------------------|--------------|
| 7SK         | 0.258567           | 0.904172       | 0.292852         | 0.893036     | 0.162983         | 0.997336     |
| A1BG        | 0.284893           | 0.292817       | 0.826729         | 1.00625      | -0.537043        | -0.0313164   |
| A1BG-AS1    | 2.04126            | 1.82705        | 2.52612          | 2.54638      | 1.17327          | 0.49135      |
| A2M         | 5.47746            | 4.16997        | 3.18932          | 3.29419      | -0.659408        | -0.963819    |
| A4GALT      | -0.323873          | -0.508459      | 0.623914         | 1.25754      | 3.27632          | 3.16981      |
| AAAS        | 4.27533            | 4.17105        | 3.48182          | 3.62249      | 3.55886          | 3.40443      |
| AACS        | 4.06828            | 3.72203        | 4.35951          | 4.46954      | 3.90764          | 3.58791      |
| AADAT       | 2.8459             | 3.25484        | -0.723865        | -0.899117    | 1.58765          | 1.33772      |
| AAED1       | 2.7542             | 2.82948        | 2.39014          | 3.02046      | 2.67732          | 3.05151      |
| AAGAB       | 4.26454            | 4.3605         | 4.45943          | 4.89469      | 4.92934          | 5.47629      |
| AAK1        | 5.40682            | 5.27524        | 5.78694          | 5.78333      | 5.90312          | 5.49356      |
| AAMDC       | 1.72345            | 1.7385         | 1.4137           | 1.7175       | 0.531539         | 0.463298     |
| AAMP        | 5.26778            | 5.27904        | 5.1513           | 5.74448      | 5.86888          | 6.02501      |
| AAR2        | 4.85072            | 4.80158        | 4.33314          | 4.71133      | 4.28071          | 4.44557      |
| AARS        | 6.10666            | 6.1569         | 6.31457          | 6.87933      | 6.72716          | 6.79584      |
| AARS2       | 3.87588            | 3.68548        | 3.23997          | 3.42563      | 3.55332          | 3.48241      |
| AARSD1      | 3.28753            | 3.29996        | 2.92814          | 3.20899      | 3.24403          | 3.36168      |
| AASDH       | 3.24783            | 3.18281        | 2.57471          | 2.81599      | 4.4945           | 4.97803      |
| AASDHPPT    | 3.25368            | 3.5214         | 4.84706          | 5.21939      | 4.81462          | 5.39405      |
| AASS        | 4.16356            | 3.80159        | 4.35949          | 4.29286      | 4.40105          | 3.97452      |
| AATF        | 5.23719            | 5.23108        | 4.42288          | 4.80106      | 5.14139          | 5.07382      |
| AB019441.29 | 4.52648            | 4.66211        | 4.54615          | 4.84165      | 5.2543           | 5.59255      |
| ABALON      | 1.53313            | 1.69165        | 1.42058          | 1.70725      | 0.96691          | 1.43906      |
| ABAT        | 2.60047            | 2.39103        | -2.37543         | -1.93836     | -2.65941         | -3.70484     |
| ABCA1       | 5.02201            | 4.62063        | 3.39391          | 3.50036      | 7.2323           | 6.90338      |
| ABCA11P     | 1.96504            | 2.00911        | 1.89689          | 2.00285      | 2.09747          | 2.07023      |
| ABCA13      | 1.28396            | 1.06077        | 0.386425         | 1.03078      | 7.80722          | 7.54489      |
| ABCA2       | 3.45194            | 3.32015        | 4.00011          | 3.82486      | 2.23755          | 2.02123      |
| ABCA5       | 3.84288            | 4.04374        | 3.24484          | 3.27478      | 3.75045          | 4.03562      |
| ABCA7       | 0.409538           | -0.440295      | 2.41268          | 2.25314      | 2.76806          | 2.2933       |
| ABCB1       | 1.60373            | 1.97427        | -3.18222         | -2.30078     | -6.64581 ?       |              |
| ABCB10      | 4.49049            | 4.49342        | 4.17714          | 4.26612      | 3.88739          | 3.84943      |
| ABCB4       | 1.62837            | 1.18401        | -1.42826         | -0.938639    | 1.1211           | 0.463298     |
| ABCB6       | 4.06305            | 4.00865        | 5.02263          | 5.16561      | 5.36938          | 4.65047      |
| ABCB7       | 3.54766            | 3.71083        | 3.29626          | 3.73509      | 4.4051           | 4.70797      |
| ABCB8       | 3.5649             | 3.40825        | 4.05979          | 4.08386      | 3.21166          | 3.46439      |
| ABCB9       | 4.03256            | 3.88858        | 1.47119          | 1.97443      | 3.47544          | 3.62946      |
| ABCC1       | 5.26741            | 4.99143        | 7.86877          | 7.80319      | 6.15826          | 5.54475      |
| ABCC10      | 3.02031            | 2.89251        | 3.04289          | 2.96532      | 3.77327          | 3.68989      |
| ABCC2       | 0.289705           | -0.177294      | 3.76338          | 3.56713      | 6.64659          | 6.91191      |
| ABCC3       | 4.25947            | 4.52298        | 6.78242          | 6.66038      | 5.53074          | 5.62308      |

|              |           |           |          |          |            |           |
|--------------|-----------|-----------|----------|----------|------------|-----------|
| ZSWIM7       | 2.39369   | 2.3773    | 1.91979  | 2.0561   | 3.07394    | 2.87776   |
| ZSWIM8       | 4.5724    | 4.25241   | 4.51011  | 4.58505  | 5.16779    | 4.84011   |
| ZUFSP        | 2.44049   | 2.49717   | 2.47113  | 2.67582  | 3.19144    | 3.4607    |
| ZW10         | 2.7726    | 3.02299   | 4.29017  | 4.71613  | 3.87981    | 4.17287   |
| ZWILCH       | 4.64913   | 4.96927   | 4.01535  | 4.56875  | 4.78079    | 5.73781   |
| ZWINT        | 5.59639   | 5.52049   | 5.10533  | 5.39548  | 5.1686     | 4.96923   |
| ZXDA         | 0.59986   | 0.408136  | 0.499231 | 0.392515 | 2.01449    | 1.95322   |
| ZXDB         | 2.65306   | 2.70698   | 2.40248  | 2.78422  | 3.45516    | 3.08042   |
| ZXDC         | 3.6727    | 3.70331   | 3.9509   | 3.94509  | 3.56971    | 3.08771   |
| ZYG11A       | 2.07902   | 2.27188 ? |          | -4.52056 | -5.65305 ? |           |
| ZYG11B       | 5.37906   | 5.47707   | 5.4964   | 5.79691  | 5.27596    | 5.3533    |
| ZYX          | 4.66285   | 4.73989   | 3.83467  | 3.98657  | 4.49768    | 4.49541   |
| ZZEF1        | 5.22565   | 5.17875   | 5.89362  | 5.87732  | 6.01936    | 5.63867   |
| ZZZ3         | 5.79949   | 5.72419   | 5.67015  | 5.75959  | 6.35612    | 6.61383   |
| bP-21264C1.1 | -0.459286 | -0.368926 | 1.2088   | 0.789354 | -1.60029   | -1.38442  |
| bP-21264C1.2 | 1.32133   | 1.24121   | 2.24601  | 2.20668  | -0.576704  | -0.577229 |
| bP-2171C21.6 | -0.145242 | -0.334076 | 0.914572 | 0.833424 | 1.43774    | 1.1007    |
| bP-2189O9.2  | 0.254933  | 0.26265   | 2.11805  | 1.81052  | -0.673562  | -1.57134  |
| pk           | 5.82932   | 5.89284   | 6.93909  | 7.30592  | 5.44387    | 5.33728   |
| uc_338       | 0.34872   | 0.0217356 | 0.634575 | 0.705093 | 0.281028   | -0.400336 |

# Supplementary material for: The long non-coding RNA HOTAIRM1 promotes tumor aggressiveness and radiotherapy resistance in glioblastoma
**Source:** Cell Death Dis. 2021 Sep 28;12(10):885. doi: 10.1038/s41419-021-04146-0
**Supplement:** Supplementary file 14 — Supplementary Table 3

**Supplementary Table 3. Mass spectrometry results of transient *HOTAIRM1* knockdown cells**

Data supplied as Log2 intensities

| ID         | LN-229_HOTAIRM1_KD | LN-229_control | T98G_HOTAIRM1_KD | T98G_control | U251_HOTAIRM1_KD | U251_control |
|------------|--------------------|----------------|------------------|--------------|------------------|--------------|
| A2M        | 23.7961            | 24.2484        | 20.9874          | 21.8376      | 24.5263          | 19.6764      |
| AAAS       | 21.0028            | 21.4093        | 21.9546          | 22.0133      | 21.4531          | 21.2581      |
| AAK1       | 20.1521            | 19.0896        | 19.113           | 18.7751      | 19.5256          | 19.2923      |
| AAMP       | 18.2859            | 17.5486        | 18.3186          | 17.919       | 18.2106          | 19.1009      |
| AAR2       | 18.2256            | 17.0338        | 17.9656          | 18.1982      | 16.6947          | 17.4465      |
| AARS       | 24.9249            | 22.774         | 23.8972          | 23.4092      | 23.6321          | 24.7188      |
| AARS2      | 20.3005            | 18.9527        | 19.5286          | 19.8007      | 19.1916          | 21.1651      |
| AASDHPPT   | 19.2435            | 18.435         | 19.3625          | 18.8208      | 18.8118          | 19.0492      |
| AASS       | 19.7797            | 20.343         | 20.1296          | 20.2994      | 20.105           | 20.1463      |
| AATF       | 18.0309            | 19.4514        | 19.3122          | 19.5214      | 19.4427          | 18.9327      |
| ABCB6      | 19.0761            | 17.5803        | 18.6887          | 19.2478      | 16.1452          | 18.9584      |
| ABCB7      | 18.0416            | 19.2249        | 18.8478          | 18.9956      | 19.9263          | 19.2378      |
| ABCC1      | 21.7664            | 20.9115        | 22.6724          | 23.0943      | 20.1247          | 20.4115      |
| ABCC4      | 20.1448            | 17.3922        | 19.061           | 19.4672      | 16.2738          | 14.8332      |
| ABCD3      | 20.7152            | 20.583         | 21.8341          | 21.8103      | 20.491           | 21.1906      |
| ABCE1      | 23.7282            | 23.2568        | 23.4971          | 23.1871      | 23.9215          | 24.1421      |
| ABCF1      | 19.8182            | 20.6761        | 19.4084          | 18.7626      | 20.7844          | 21.2962      |
| ABCF2      | 20.0245            | 19.7535        | 20.6983          | 20.5713      | 20.1085          | 21.3692      |
| ABCF3      | 19.3566            | 18.1994        | 18.776           | 18.9915      | 18.9064          | 20.612       |
| ABHD10     | 21.3017            | 22.1339        | 22.1204          | 22.0633      | 22.3354          | 21.0212      |
| ABHD11     | 20.4188            | 20.3011        | 21.3861          | 21.5546      | 20.4524          | 20.2456      |
| ABHD12     | 20.8257            | 20.504         | 20.6276          | 21.0875      | 20.6896          | 20.6127      |
| ABHD14B    | 19.225             | 19.0796        | 18.6864          | 18.8932      | 19.2182          | 20.0557      |
| ABLIM3     | 18.8124            | 19.5443        | 17.0045          | 15.5612      | 20.4128          | 13.3227      |
| ABR        | 17.8089            | 17.9075        | 18.4318          | 17.6137      | 18.799           | 19.0705      |
| AC013461.1 | 18.7127            | 18.5323        | 19.0265          | 18.5328      | 19.5132          | 17.3768      |
| ACAA1      | 21.6187            | 22.153         | 21.6172          | 21.8022      | 21.9257          | 22.3319      |
| ACAA2      | 22.8125            | 22.1665        | 22.0531          | 22.3475      | 22.124           | 21.1992      |
| ACACA      | 20.0134            | 20.214         | 21.1055          | 20.8865      | 20.6307          | 21.5537      |
| ACAD8      | 21.0336            | 20.5175        | 19.9341          | 19.9711      | 20.8             | 20.4349      |
| ACAD9      | 20.0819            | 20.4788        | 21.4202          | 21.2849      | 20.7161          | 19.9568      |
| ACADM      | 24.0113            | 23.2541        | 23.7704          | 23.5907      | 23.7396          | 24.1142      |
| ACADSB     | 20.7204            | 19.8947        | 20.9369          | 21.168       | 19.9709          | 21.0647      |
| ACADVL     | 24.6323            | 24.2466        | 24.861           | 25.0692      | 24.399           | 24.2135      |
| ACAT1      | 24.4307            | 23.8659        | 24.4069          | 24.7179      | 23.7886          | 23.7469      |
| ACAT2      | 23.3492            | 21.552         | 21.8328          | 21.5623      | 21.4649          | 23.3567      |
| ACBD3      | 21.4743            | 21.1724        | 21.4577          | 21.2153      | 21.8511          | 21.3696      |
| ACIN1      | 22.0597            | 22.2294        | 22.0812          | 22.2529      | 22.2223          | 21.7356      |
| ACLY       | 24.9424            | 25.1736        | 24.5684          | 24.4177      | 25.4569          | 25.781       |
| ACO1       | 22.0551            | 23.06          | 21.4542          | 20.7756      | 23.7709          | 21.5579      |

|          |         |          |         |         |         |         |
|----------|---------|----------|---------|---------|---------|---------|
| XPO5     | 20.5596 | 19.9976  | 20.658  | 20.5038 | 20.1309 | 21.6231 |
| XPO6     | 15.6568 | 14.8932  | 16.2761 | 15.2244 | 15.5565 | 13.4894 |
| XPO7     | 19.1067 | 17.8017  | 18.9399 | 18.578  | 18.939  | 19.7384 |
| XPOT     | 21.126  | 20.8915  | 20.3772 | 19.799  | 21.2989 | 21.4432 |
| XRCC1    | 18.8848 | 18.6228  | 18.7333 | 18.6938 | 19.1497 | 19.0926 |
| XRCC5    | 27.0182 | 26.6299  | 26.242  | 26.2453 | 26.6298 | 26.3194 |
| XRCC6    | 26.1425 | 26.2326  | 26.0075 | 25.8795 | 26.203  | 26.1724 |
| XRN2     | 22.3687 | 23.1201  | 23.752  | 23.8497 | 23.2699 | 23.1308 |
| YARS     | 23.8137 | 22.8404  | 22.9628 | 22.5682 | 23.8187 | 24.3444 |
| YARS2    | 19.2879 | 20.4009  | 19.9447 | 20.4503 | 20.6563 | 20.281  |
| YBX1     | 21.5962 | 21.1902  | 21.7083 | 21.4697 | 22.007  | 22.3841 |
| YBX3     | 18.0059 | 18.1983  | 18.4555 | 17.9156 | 18.9252 | 18.5698 |
| YEATS2   | 14.2491 | 13.269   | 15.9588 | 16.256  | 10.6408 | 13.8591 |
| YES1     | 18.2146 | 19.1578  | 18.4639 | 18.804  | 19.2403 | 19.5422 |
| YIPF5    | 17.8305 | 19.0305  | 17.4716 | 18.0748 | 19.428  | 17.0053 |
| YKT6     | 19.4527 | 19.4823  | 18.8263 | 18.3999 | 19.9248 | 19.9435 |
| YLP1     | 19.7616 | 20.026   | 19.3916 | 19.686  | 19.9757 | 19.1841 |
| YME1L1   | 20.099  | 20.3861  | 20.9892 | 21.2863 | 20.5637 | 21.5764 |
| YRDC     | 14.9999 | 14.7454  | 15.4047 | 14.419  | 15.4788 | 17.8759 |
| YTHDC1   | 18.2586 | 18.7745  | 18.1088 | 18.2899 | 18.8887 | 18.4578 |
| YTHDF2   | 18.8256 | 18.6495  | 19.3779 | 18.8512 | 18.6921 | 19.6749 |
| YTHDF3   | 19.0286 | 13.0211  | 18.4656 | 18.4527 | 15.587  | 19.1577 |
| YWHAB    | 23.7147 | 23.1816  | 23.7526 | 23.6507 | 23.2474 | 24.1457 |
| YWHAE    | 25.7231 | 24.8449  | 24.7811 | 24.7153 | 25.1164 | 25.8372 |
| YWHAG    | 24.0328 | 23.0176  | 23.4576 | 23.344  | 23.4789 | 23.9536 |
| YWHAH    | 22.7787 | 21.8355  | 21.3489 | 21.3431 | 22.1588 | 22.193  |
| YWHAQ    | 25.4088 | 23.9107  | 24.0537 | 23.8086 | 24.1217 | 25.3302 |
| YWHAZ    | 26.8087 | 25.1551  | 25.6827 | 25.498  | 25.6124 | 26.2414 |
| ZC3H11A  | 16.5338 | 16.4295  | 18.7534 | 18.3901 | 17.3356 | 18.2546 |
| ZC3H14   | 18.7817 | 16.9627  | 18.6832 | 18.6546 | 16.9459 | 18.1344 |
| ZC3H15   | 20.2271 | 20.1074  | 19.6014 | 18.9665 | 20.3755 | 21.0764 |
| ZC3H4    | 15.5094 | 9.51791  | 16.0514 | 16.3307 | 9.90282 | 14.3205 |
| ZC3HAV1  | 22.5335 | 20.699   | 21.7958 | 21.889  | 21.1947 | 22.2448 |
| ZFPL1    | 20.2039 | 20.4012  | 19.709  | 19.9526 | 20.5379 | 19.1478 |
| ZFR      | 19.5604 | 20.1207  | 20.3027 | 20.1028 | 20.4721 | 20.2909 |
| ZGPAT    | 19.7141 | 19.6637  | 20.9446 | 20.7717 | 20.0942 | 20.0216 |
| ZMPSTE24 | 21.5094 | 20.907   | 21.6473 | 21.3909 | 21.2922 | 20.6567 |
| ZMYND8   | 18.583  | 18.8756  | 19.8762 | 19.9242 | 18.8446 | 19.1718 |
| ZNF207   | 21.8203 | 21.4715  | 21.6984 | 21.6977 | 21.7469 | 22.2116 |
| ZNF326   | 20.76   | 20.2468  | 20.4867 | 21.0133 | 20.0846 | 20.4435 |
| ZNF622   | 15.4722 | 16.8535  | 17.9776 | 17.7846 | 16.6099 | 18.0754 |
| ZNF638   | 15.4214 | 17.2573  | 16.8537 | 17.0788 | 18.211  | 16.9941 |
| ZNHIT6   | 11.4697 | -1.72406 | NA      | NA      | NA      | 12.1054 |
| ZPR1     | 17.83   | 17.0802  | 16.5132 | 16.7368 | 17.771  | 18.7713 |
| ZRANB2   | 19.0929 | 19.3944  | 20.456  | 20.5533 | 19.9624 | 20.26   |
| ZW10     | 18.3998 | 18.7413  | 19.0714 | 18.4615 | 19.114  | 18.9049 |
| ZWILCH   | 16.7331 | 13.4278  | 16.0493 | 14.7844 | 14.481  | 16.0092 |
| ZYX      | 22.9618 | 23.2666  | 21.7662 | 21.9564 | 23.8985 | 23.042  |

# Supplementary material for: The long non-coding RNA HOTAIRM1 promotes tumor aggressiveness and radiotherapy resistance in glioblastoma
**Source:** Cell Death Dis. 2021 Sep 28;12(10):885. doi: 10.1038/s41419-021-04146-0
**Supplement:** Supplementary file 16 — Supplementary Table 9

**Supplementary Table 9. Mass spectrometry results of stable LN-229 *HOTAIRMI* knockdown cells**

Data supplied as Log2 intensities

| ID       | LN-229_control | LN-229_control | LN-229_control | LN-229_control | LN-229_control | LN-229_HOTAIRMI_KD | LN-229_HOTAIRMI_KD | LN-229_HOTAIRMI_KD | LN-229_HOTAIRMI_KD |
|----------|----------------|----------------|----------------|----------------|----------------|--------------------|--------------------|--------------------|--------------------|
| AAAS     | 20.2707        | 20.0783        | 20.2281        | 20.1135        | 20.0942        | 20.1536            | 20.6406            | 20.3122            | 20.3552            |
| AAGAB    | 17.6663        | 17.0309        | 17.4114        | 17.262         | 17.5227        | 16.1273            | 16.958             | 17.9081            | 17.51              |
| AAK1     | 17.865         | 17.4153        | 17.3982        | 17.3919        | 17.2845        | 17.0373            | 17.657             | 17.6172            | 17.9443            |
| AAMP     | 18.4515        | 18.2325        | 18.4887        | 18.4097        | 18.0909        | 18.0543            | 18.3055            | 18.1718            | 18.271             |
| AAR2     | 19.4322        | 18.8333        | 18.7869        | 19.0179        | 19.0206        | 19.1339            | 19.0521            | 18.8584            | 18.7929            |
| AARS     | 22.1567        | 22.098         | 22.0975        | 21.8621        | 21.9425        | 21.8565            | 22.0762            | 22.0603            | 22.0607            |
| AARS2    | 17.1108        | 17.6265        | 17.7677        | 17.5017        | 17.6652        | 17.1859            | 17.6826            | 17.4313            | 17.5711            |
| AARSD1   | 17.4513        | 17.2727        | 16.9285        | 16.882         | 17.3279        | 16.2446            | 16.6043            | 16.9875            | 16.7124            |
| AASDHPPT | 17.5614        | 17.8649        | 18.1514        | 17.977         | 18.0368        | 18.0058            | 17.8814            | 17.8439            | 17.7687            |
| AASS     | 17.5613        | 17.805         | 17.7738        | 17.4612        | 17.2856        | 17.1547            | 17.8981            | 17.39              | 17.3529            |
| AATF     | 17.4786        | 18.2297        | 17.4855        | 17.6062        | 17.6245        | 16.3923            | 17.5642            | 17.3761            | 17.227             |
| ABCB6    | 18.0897        | 17.7693        | 17.3536        | 17.7866        | 17.1946        | 16.718             | 17.1812            | 17.1677            | 17.1689            |
| ABCB7    | 17.7559        | 17.6342        | 17.6613        | 17.6056        | 17.5093        | 17.2331            | 17.7127            | 17.5104            | 17.9313            |
| ABCC1    | 16.9508        | 17.991         | 18.476         | 16.9534        | 19.0042        | 17.2               | 17.9608            | 18.6345            | 18.2048            |
| ABCD3    | 19.5934        | 21.8682        | 19.4256        | 19.5755        | 19.1766        | 19.1624            | 19.5673            | 19.0886            | 19.2144            |
| ABCE1    | 22.5646        | 22.5373        | 22.5579        | 22.5111        | 22.3183        | 22.2164            | 22.7736            | 22.407             | 22.5842            |
| ABCF1    | 19.4344        | 19.5852        | 19.4591        | 19.3458        | 18.8525        | 19.4295            | 19.2642            | 19.5144            | 19.3027            |
| ABCF2    | 21.0286        | 20.8668        | 20.8339        | 20.6697        | 20.6977        | 20.7797            | 20.7828            | 20.6957            | 21.1179            |
| ABCF3    | 18.5307        | 18.9513        | 19.0496        | 18.6996        | 18.6522        | 18.654             | 18.7082            | 19.0327            | 19.119             |
| ABHD10   | 19.975         | 19.998         | 19.8874        | 19.612         | 19.6173        | 19.6614            | 20.0365            | 19.6247            | 19.7041            |
| ABHD11   | 18.2972        | 17.8886        | 18.1341        | 17.4964        | 17.8399        | 18.0518            | 18.6408            | 18.4499            | 18.4084            |
| ABHD12   | 19.2667        | 19.159         | 19.2445        | 19.0701        | 19.069         | 19.472             | 19.9858            | 19.0976            | 19.2175            |
| ABHD14B  | 18.913         | 18.5617        | 18.8039        | 18.7821        | 18.7288        | 18.8722            | 18.7176            | 18.9307            | 18.6655            |
| ABII     | 18.8012        | 18.7405        | 18.6684        | 18.7688        | 18.5576        | 18.8425            | 18.7462            | 18.6975            | 18.8246            |
| ABR      | 19.1311        | 19.0967        | 19.1768        | 19.1341        | 18.5326        | 18.9874            | 19.6998            | 19.49              | 19.6512            |
| ACAA1    | 19.0736        | 19.0478        | 18.6454        | 18.872         | 18.9285        | 18.1179            | 18.8641            | 18.9122            | 18.6769            |
| ACAA2    | 18.7813        | 19.015         | 18.9557        | 19.0671        | 19.0966        | 19.1874            | 19.0111            | 18.8585            | 18.868             |
| ACACA    | 18.8626        | 18.4276        | 18.886         | 18.2945        | 18.3278        | 18.8262            | 19.4906            | 19.0367            | 19.159             |
| ACAD9    | 18.9279        | 18.1975        | 18.5254        | 18.5797        | 18.4079        | 19.0408            | 18.8441            | 18.6309            | 18.6695            |
| ACADM    | 21.9486        | 21.8902        | 21.7361        | 21.4832        | 21.4019        | 21.3595            | 21.57              | 21.4444            | 21.6066            |
| ACADSB   | 19.8036        | 19.7828        | 19.8745        | 19.8995        | 19.4138        | 19.7786            | 19.5798            | 19.9559            | 20.1143            |
| ACADVL   | 21.9171        | 21.7424        | 21.6106        | 21.6274        | 21.6279        | 21.7612            | 22.0421            | 21.6411            | 21.7654            |
| ACAT1    | 18.6728        | 18.6031        | 18.7436        | 18.3107        | 18.4981        | 17.7671            | 18.4073            | 18.1087            | 18.1148            |
| ACAT2    | 21.1871        | 20.9658        | 20.7784        | 20.8098        | 20.8712        | 20.3654            | 20.8885            | 20.6134            | 20.7426            |
| ACBD3    | 19.0722        | 19.2195        | 19.6441        | 19.4403        | 19.3448        | 19.3466            | 19.6976            | 19.3149            | 19.6893            |
| ACIN1    | 21.3035        | 21.1486        | 21.1244        | 21.1519        | 20.8603        | 20.9571            | 21.3336            | 21.1893            | 21.3689            |
| ACLY     | 21.7215        | 21.5281        | 21.4824        | 21.4766        | 21.2425        | 21.5196            | 22.0833            | 21.7609            | 21.8702            |
| ACO1     | 20.5695        | 20.6481        | 20.4341        | 20.7776        | 20.5666        | 20.0469            | 20.4318            | 20.6001            | 20.6533            |
| ACO2     | 21.2524        | 21.4578        | 21.1264        | 21.0654        | 20.9151        | 21.2266            | 21.569             | 21.2691            | 21.6625            |
| ACOT1    | 19.0417        | 19.0262        | 19.3871        | 19.1197        | 18.9929        | 18.8757            | 19.4006            | 19.0419            | 19.2177            |
| ACOT7    | 22.2444        | 22.0321        | 22.056         | 22.0371        | 21.9626        | 22.3216            | 22.3005            | 22.1691            | 22.3144            |
| ACOT8    | 17.9123        | 17.649         | 17.8532        | 17.7004        | 17.7247        | 17.9504            | 18.3764            | 18.1407            | 18.0624            |
| ACOT9    | 18.5695        | 17.9613        | 18.361         | 18.0696        | 18.3545        | 17.965             | 18.8737            | 18.5963            | 18.4208            |
| ACOX1    | 19.6059        | 19.465         | 19.0127        | 19.1068        | 19.0818        | 18.1407            | 18.7096            | 18.7197            | 18.8624            |

|          |         |         |         |         |         |         |         |         |         |
|----------|---------|---------|---------|---------|---------|---------|---------|---------|---------|
| ZC3H14   | 19.1089 | 18.7952 | 19.4867 | 19.4866 | 19.1203 | 18.8756 | 18.8463 | 19.0418 | 19.259  |
| ZC3H15   | 20.0961 | 19.8633 | 19.9314 | 19.7064 | 19.6424 | 19.8093 | 19.887  | 19.7801 | 20.0009 |
| ZC3H18   | 18.257  | 17.0091 | 17.5848 | 18.4072 | 17.8064 | 18.0999 | 17.644  | 17.8705 | 18.3776 |
| ZC3H4    | 19.226  | 17.2042 | 17.028  | 17.0375 | 16.9785 | 17.5006 | 16.8288 | 17.5334 | 17.5913 |
| ZC3H7A   | 16.7857 | 16.6396 | 16.5635 | 16.132  | 16.0366 | 16.2699 | 17.204  | 16.6183 | 16.9169 |
| ZC3HAV1  | 20.2763 | 20.2058 | 20.4008 | 20.0183 | 19.9357 | 20.186  | 20.3015 | 20.0155 | 20.1172 |
| ZCCHC8   | 18.4423 | 20.5439 | 17.3057 | 17.3411 | 17.1284 | 17.0152 | 18.3881 | 17.4952 | 17.8055 |
| ZFPL1    | 19.0188 | 19.1488 | 19.43   | 19.0083 | 19.0937 | 19.0747 | 19.2508 | 19.2649 | 19.2569 |
| ZFR      | 19.5689 | 19.5546 | 19.5257 | 19.4344 | 19.196  | 19.5042 | 19.8193 | 19.3754 | 19.557  |
| ZGPAT    | 20.0178 | 20.2696 | 20.0264 | 20.47   | 19.9716 | 19.4028 | 19.1606 | 19.5368 | 19.9599 |
| ZMPSTE24 | 21.1682 | 21.0984 | 21.0897 | 21.0581 | 20.7959 | 20.5691 | 20.8617 | 20.7521 | 20.9382 |
| ZMYND8   | 18.5238 | 18.4842 | 18.4492 | 18.441  | 18.3716 | 18.4959 | 18.7452 | 18.5312 | 18.1964 |
| ZNF207   | 21.0543 | 21.025  | 21.0428 | 21.4335 | 21.0265 | 20.9019 | 21.1981 | 21.2108 | 21.4887 |
| ZNF259   | 19.8917 | 17.5371 | 18.9154 | 19.7361 | 19.1106 | 20.0778 | 19.5712 | 19.8839 | 19.9358 |
| ZNF326   | 19.6409 | 18.4734 | 19.5677 | 19.4798 | 19.4868 | 19.5032 | 19.5748 | 19.264  | 19.6355 |
| ZNF622   | 19.5908 | 19.4509 | 19.6172 | 19.6629 | 19.5759 | 19.9082 | 19.3399 | 19.654  | 19.4872 |
| ZNF638   | 17.4763 | 17.5887 | 17.6086 | 17.2928 | 17.2606 | 17.4795 | 17.6701 | 17.5963 | 17.8375 |
| ZRANB2   | 19.8365 | 20.176  | 19.8562 | 19.9823 | 19.6859 | 20.3254 | 20.4938 | 19.9212 | 20.2134 |
| ZYX      | 22.4171 | 21.5646 | 22.3421 | 22.5041 | 22.3395 | 22.978  | 23.0834 | 22.639  | 22.8275 |

# Supplementary material for: The long non-coding RNA HOTAIRM1 promotes tumor aggressiveness and radiotherapy resistance in glioblastoma
**Source:** Cell Death Dis. 2021 Sep 28;12(10):885. doi: 10.1038/s41419-021-04146-0
**Supplement:** Supplementary file 17 — author contribution form

# DECLARATION OF CONTRIBUTIONS TO ARTICLE

# ADMC

Manuscript Number:

CDDIS-20-2007

Journal Name:

*Cell Death & Disease*

(the 'Journal')

Proposed Title of the Contribution:

The long non-coding RNA HOTAIRM1 promotes tumor aggressiveness and radiotherapy resistance in glioblastoma

(the 'Contribution')

Author(s):

Ulvi Ahmadov, Daniel Picard, Jasmin Bartl, Manuela Silginer, Marija Trajkovic-Arsic, Nan Qin, Alina Marie Winkelkotte, Marlen Melcher, Maike Langini, Lena Blümel, Viktoria Marquardt, Anja Stefanski, Sasha Steltgens, Christina Hasslepien, Anna Kaufhold, Frauke-Dorothee Meyer, Annette Seibt, Lara Kleinesdeik, Anika Hain, Carsten Münk, Christiane Brigitte Knobbe-Thomsen, Alexander Schramm, Ute Fischer, Gabriel Leprivier, Kai Stühler, Simone Fulda, Jens Siveke, Felix Distelmaier, Arndt Borkhardt, Michael Weller, Patrick Roth, Guido Reifenberger, Marc Remke

(the 'Authors')

For all *CDDis* articles, each person named as an author in the published version must be able to show he or she has contributed substantially to the article.

Authorship credit should be based on 1) substantial contributions to conception and design, acquisition of data, or analysis and interpretation of data; 2) drafting the article or revising it critically for important intellectual content; and 3) final approval of the version to be published. Authors should meet conditions 1, 2 and 3.

Any person who cannot be shown to have made a substantial contribution to the article cannot be listed as an author in the final version. The name of any person who is deemed to have made a minor contribution can, however, appear in the Acknowledgments section of the article.

Please complete the table below to indicate the contributions of all named authors to the manuscript.

Author Full Name:

Specification of Contribution to the Manuscript:

# DECLARATION OF CONTRIBUTIONS TO ARTICLE

**ADMC**

Manuscript Number:

CDDIS-20-2007

Journal Name:

*Cell Death & Disease*

(the 'Journal')

Proposed Title of the Contribution:

The long non-coding RNA HOTAIRM1 promotes tumor aggressiveness and radiotherapy resistance in glioblastoma

(the 'Contribution')

Author(s):

Ulvi Ahmadov, Daniel Picard, Jasmin Bartl, Manuela Silgner, Marija Trajkovic-Arsic, Nan Qin, Alina Marie Winkelkotte, Marlen Melcher, Malke Langini, Lena Blumel, Viktoria Marquardt, Anja Stefanski, Sasha Steltgens, Christina Hassiepen, Anna Kaufhold, Frauke-Dorothee Meyer, Annette Seibt, Lara Kleinesudeik, Anika Hain, Carsten Munk, Christiane Brigitte Knobbe-Thomsen, Alexander Schramm, Ute Fischer, Gabriel Leprivier, Kai Stühler, Simone Fulda, Jens Siveke, Felix Distelmaier, Arndt Borkhardt, Michael Weller, Patrick Roth, Guido Reifenberger, Marc Remke

(the 'Authors')

For all *CDDis* articles, each person named as an author in the published version must be able to show he or she has contributed substantially to the article.

Authorship credit should be based on 1) substantial contributions to conception and design, acquisition of data, or analysis and interpretation of data; 2) drafting the article or revising it critically for important intellectual content; and 3) final approval of the version to be published. Authors should meet conditions 1, 2 and 3.

Any person who cannot be shown to have made a substantial contribution to the article cannot be listed as an author in the final version. The name of any person who is deemed to have made a minor contribution can, however, appear in the Acknowledgments section of the article.

Please complete the table below to indicate the contributions of all named authors to the manuscript.

Author Full Name:

Specification of Contribution to the Manuscript:

Manuscript Number:

CDDIS-20-2007R

Journal Name:

Cell Death & Disease

(the ‘Journal’)

Proposed Title of the Contribution:

The long non-coding RNA HOTAIRM1 promotes tumor aggressiveness and radiotherapy resistance in glioblastoma

(the ‘Contribution’)

Author(s):

Ulvi Ahmadov, Daniel Picard, Jasmin Bartl, Manuela Silginer, Marija Trajkovic-Arsic, Nan Qin, Marietta Wolter, Jonathan K. M. Lim, David Pauck, Alina Marie Winkelkotte, Marlen Melcher, Maïke Langini, Lena Blümel, Viktoria Marquardt, Felix Sahn, Anja Stefanski, Sasha Stettgens, Christina Hassiepen, Anna Kaufhold, Frauke-Dorothee Meyer, Annette Selbst, Lara Kleinesudeik, Anika Hain, Carsten Münk, Christiane Brigitte Knobbe-Thomsen, Alexander Schramm, Ute Fischer, Gabriel Leprivier, Kai Stühler, Simone Fulda, Jens Siveke, Felix Distelmaier, Arndt Borkhardt, Michael Weller, Patrick Roth, Guido Reifenberger, Marc Remke

(the ‘Authors’)

For all *CDDis* articles, each person named as an author in the published version must be able to show he or she has contributed substantially to the article.

Authorship credit should be based on 1) substantial contributions to conception and design, acquisition of data, or analysis and interpretation of data; 2) drafting the article or revising it critically for important intellectual content; and 3) final approval of the version to be published. Authors should meet conditions 1, 2 and 3.

Any person who cannot be shown to have made a substantial contribution to the article cannot be listed as an author in the final version. The name of any person who is deemed to have made a minor contribution can, however, appear in the Acknowledgments section of the article.

Please complete the table below to indicate the contributions of all named authors to the manuscript.

Please complete the table below to indicate the contributions of all named authors to the figures.

Figure 1:

DP acquired and analyzed the data, and prepared all the panels. AB, MW, PR, GR and MR did the revision and the final approval

Figure 2:

panel A-D: UA generated the data; UA, DP and JB designed and prepared all the panels. AB, MW, PR, GR and MR did the revision and the final approval

Figure 3:

panel A: AK and AS generated the data, and DP and ML analyzed the data, KS interpreted the data, DP prepared the panel; panel B: MM generated the data, MM and UA analyzed and prepared the panel, FD interpreted the data; panel C: UA generated the data, UA, DP and JB prepared the panel. AB, MW, PR, GR and MR did the revision and the final approval

Figure 4:

panel A-C: UA generated the data, UA and DP designed and analyzed the data; panel D-E: MS generated and analyzed the data, UA, DP, JB and MS prepared the panels. AB, MW, PR, GR and MR did the revision and the final approval

Figure 5:

panel A: UA generated the data, NQ, UA and DP designed and analyzed the data; panel B-C: LB and UA generated the data, UA and DP analyzed the data; panel C: UA and DP prepared the panel. AB, MW, PR, GR and MR did the revision and the final approval

Figure 6:

panel A-C: UA generated the data; UA, DP and JB designed and prepared all the panels. AB, MW, PR, GR and MR did the revision and the final approval

Signed for and on behalf of the Author(s):

Print Name:

Date:

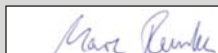

Marc Remke

26-06-2020

How the deposited data were processed for this re-analysis (not part of the article)

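RNA of the glioblastoma cell lines LN-229, T98G and U251 was sequenced 72 h after transfection with siControl or siHOTAIRM1 siPOOLs, with 1 library per cell line and condition (6 libraries). The sample titles name the first cell line LNT229, and its cell line entry and the paper name it LN-229. The authors prepared the libraries from 500 ng of total RNA with TruSeq RNA Sample Preparation v2 and sequenced 101 cycles on an Illumina HiSeq. In Partek Flow, the authors trimmed 13 bases at the 5' end and 1 base at the 3' end, aligned the reads to hg38 with STAR 2.4.1d and the unaligned reads with Bowtie 2 2.2.5, and quantified them on Ensembl release 84 with an Expectation-Maximization algorithm. The values deposited by the authors are CPM of 59074 genes with 0.0001 added to each. The values of a library sum to less than the full scale of CPM (42.9 to 67.2% of it), so the authors scaled to more reads than those on the listed genes.

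The worth of 1 read in CPM was taken from the steps between low values of each library and gave a depth of 52.3 to 104 M reads per library. A level of 3 reads, 0.0289 to 0.0574 CPM, was taken as the smallest detectable. Intervals of single levels are 95% Wilson intervals of the reads, and intervals of changes within a cell line cover counting error without the spread between libraries. Since the Expectation-Maximization step splits reads between transcripts, tests for counts were not used.

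Changes are differences of log2(CPM + 1), siHOTAIRM1 minus siControl. Genes with a mean of at least 1 CPM over the 6 libraries (14294) were tested with limma 3.58.1 (R 4.3.3) with a mean-variance trend and the cell line as block, and Benjamini-Hochberg adjustment, with a threshold of 0.05. The 3 cell lines were the replicates. No test was made within a cell line. The genes named in the text are those of a list of 10 (9 of the genes that the paper names and MIR17HG, the host gene of miR-17; 1 of the 10 was tested with the others and is not reported here) and, of the genes past the threshold and changed in the same direction in all 3 cell lines, the 5 with the largest rise and the 5 with the largest fall. The genes past the threshold when the adjustment covered the genes of this list alone are also given.

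The paper's gene set collection was not used. Instead, 15 gene families for the clusters of Fig. 3A and for related responses were written by gene symbol, and 13 of them with at least 5 genes past the filter were tested with fgsea 1.28.0, preranked on the paired t-statistic over the cell lines, with 100000 permutations of genes and seed 11. The number of permutations was raised to this value after first runs with the default number gave adjusted p-values on both sides of the threshold for the same sets. Within each cell line, the median change of a set was ranked among 10000 random lists matched on expression (20 bins), or drawn from the 50 nearest genes in expression, transcript length and GC content. The matching of older gene symbols to the annotation was widened after a first run.

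Transcripts, 3'UTRs, lengths and GC content were taken from GENCODE v44 on hg38, a later annotation than the authors' Ensembl release 84. Of the listed genes, 34604 were matched to it by symbol, 1838 of them by an older symbol. Matches to the seed of miR-17-5p were searched in transcripts and 3'UTRs, and genes with a site in the 3'UTR were compared with lists matched on expression and 3'UTR length (10 bins each). Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps.

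The methods were tested on simulated data. With 200 of 14294 genes changed by 1 on the log2 scale, limma recovered 200 and called 15 others in error, and the paired t-statistic of each gene alone recovered 0. The gene set test called 0 of 13 sets with none changed and 1 with the cytosolic ribosome lowered by 0.3. Of 200 unchanged lists, 192 lay within the middle 95% of the random lists, and a lowered list lay at percentile 0. In all of these simulations the noise of each gene was independent of that of the other genes. They thus cannot show the errors that correlation between genes may cause. For limma and the gene set test, the size of the noise was the error that limma had estimated, which favours limma.

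The alternatives tried were no block, the paired t-statistic with Benjamini-Hochberg adjustment, median centring of each library, no filter, the genes of Supplementary Table 2, a pseudocount of 0.1, other ranking statistics, camera, leaving out each cell line, another seed site and lists matched on expression alone. Removing the trend of the changes with transcript length, removing pseudogenes and scaling to PGK1 were added after the data were seen. Lines of Supplementary Tables 2 and 3 with unclear cells (711 and 18) were left out. The protein values of Supplementary Table 3 were used to compare its columns with each other and with the RNA of each cell line, and no change of a protein on knock-down was computed from them. The 37 genes of the mitochondrial DNA were at 0.0001 CPM in all libraries and were left out of the gene set tests.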

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

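Of the tests in this part, those of the shift of all genes, of non-polyadenylated RNA, of the counting error of TGM2 and of the 10 genes were chosen only after the result was seen. Each cell line had 1 library per condition, so no difference between cell lines was tested.

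TGM2 moved in opposite directions in LN-229 and T98G. Relative to the median of all genes of the cell line, its log2 change was 0.35 in T98G and -0.48 in LN-229, a difference of 0.82 that was not tested. The genes of T98G were lower by a median of -0.19, and TGM2 was higher as measured (0.16) and relative to that median (0.35); a downward shift cannot produce a rise, so this comparison tests nothing about it. The 95% interval of the counting error of the T98G change, from 0.014 to 0.33, leaves out 0, but the spread between libraries of T98G is unknown. The opposite directions cannot be told apart from variation between libraries, and a response that differs between the cell lines remains a hypothesis.

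PGK1, the reference gene of the paper's qRT-PCR, and SEMA3A also moved in opposite directions. Relative to the median of all genes, PGK1 changed by 0.65 in U251 and -0.19 in T98G (difference 0.84), and SEMA3A by 0.23 in LN-229 and -0.16 in U251 (difference 0.39). As measured, these changes were 0.62 and -0.38 for PGK1 and 0.24 and -0.19 for SEMA3A. EGFR also moved in opposite directions in U251 and T98G. Its changes were 0.20 and -0.10 relative to the median of all genes, and 0.17 and -0.29 as measured. None of these differences was tested, and no technical or biological explanation of them was tested.

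The cytosolic ribosome was higher in LN-229 and lower in U251. Relative to the median of all genes, its median log2 change was 0.07 in LN-229 and -0.66 in U251, a difference of 0.73 that was not tested. This set, the mitochondrial ribosome and the respiratory chain were lower in T98G and U251, as measured and relative to that median. Against lists matched on expression, which carry the same shift, the highest percentile of the 3 medians in these 2 cell lines was 0, so a shift of all genes does not account for the pattern. With lists also matched on GC content it was 0.01, so GC content does not account for it. For the cytosolic ribosome, with each gene summed with its pseudogenes, the medians were -0.41 in T98G and -0.67 in U251, so reads shared with pseudogenes do not account for its fall; the other sets were not tested in this way. With lists also matched on transcript length, the cytosolic ribosome in T98G was at percentile 40.6, and with length and GC content together at 26.1. In T98G the mitochondrial ribosome was at 5.74 and 1.62 in these tests and the respiratory chain at 0.01 in both, and in U251 the highest percentile of the 3 sets was 0.01. The changes rose with transcript length in T98G (Spearman correlation across genes 0.247) and U251 (0.322) and hardly in LN-229 (-0.0297). The share of non-polyadenylated RNA in the summed CPM changed by -0.81 percentage points in T98G and -8.97 in U251, and rose by 1.38 in LN-229. A smaller share of this RNA would by itself raise the CPM of the other genes, so its effect on the scale of CPM does not explain the lower medians. Whether the fall of this RNA and that of the 3 sets in U251 share a cause was not tested. Other differences in the composition of the libraries were not tested either. The lower median of the cytosolic ribosome in T98G cannot be told apart from a bias with transcript length, and for the mitochondrial ribosome in T98G the tests with and without GC content lay on either side of percentile 2.5. With 1 library per condition, the lower medians of the respiratory chain in T98G and of the 3 sets in U251 cannot be told apart from variation between libraries, and an effect of the knock-down remains a hypothesis. For the count of 3 gene sets, 3 of the 4 splits of the 6 libraries that keep the cell lines paired gave as many sets: the real split, the split with LN-229 exchanged (6 sets) and that with T98G exchanged (3 sets); with U251 exchanged it was 1 set. A share under 0.05 is out of reach with 4 splits.

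The siControl library of U251 held more non-polyadenylated RNA than the others, a class of RNA that the paper's text does not discuss. It made up 22.9% of the summed CPM in this library and 11.3 to 14.4% in the 5 others. RN7SL1 was at 60589 CPM in it and at 11862 to 27894 CPM in the others. All changes in U251 are measured against this library. No technical or biological explanation of this share was tested.

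Among the genes past the threshold and changed in the same direction in all 3 cell lines, those with the 5 largest rises and the 5 largest falls, none of them discussed in the paper, were TXNIP (1.64), SEMA6B (1.11), COL3A1 (1.07), HIPK2 (1.04), STK40 (0.95), CXCL8 (-1.30), DAZAP2 (-1.26), NT5E (-1.23), MAT2B (-1.21) and EMP1 (-1.12). For the count of 286 genes past the threshold, 1 of the 4 splits that keep the cell lines paired, the real one, gave as many; the others gave 0 genes (820, 112 and 114 genes with an unadjusted p under 0.05 when LN-229, T98G or U251 was exchanged), and again 4 splits cannot give a share under 0.05. With each library centred on its median, 6 of the 10 genes were past the threshold (TXNIP, HIPK2, STK40, DAZAP2, NT5E and MAT2B, adjusted p from limma from 0.0273 to 0.0479) and SEMA6B, COL3A1, CXCL8 and EMP1 were not (0.0728 to 0.277). With the trend on transcript length removed, 5 were past it (HIPK2, STK40, DAZAP2, NT5E and MAT2B). The genes were picked for their changes in the same libraries, and centring adds the same amount to the mean change of every gene, so it is mainly the error of the changes that differs with it. With centring, the 5 rises were 1.03 to 1.72 and the 5 falls -1.22 to -1.04. With the length trend removed, they were 0.99 to 1.72 and -1.17 to -1.09. These values argue against a shift of all genes or a trend with length as the source of the size of the 10 changes. Whether a shift or a length bias plays a part in which of them pass the threshold is not settled. Effects of the siRNA pool on genes other than HOTAIRM1 were not tested.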

How the results depend on the processing

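The alternatives below were chosen before the data were examined, apart from removing the trend of the changes with transcript length, removing pseudogenes from the respiratory chain set and scaling HOTAIRM1 to PGK1, which were chosen after the data were seen. DESeq2, its size factors and scaling by library size alone were set for counts and not run, since the values are CPM. Adjusted p-values are from limma for genes and from permutations of genes (fgsea) for gene sets, unless another test is named. The cause of the changes listed here was not tested.

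Genes past the threshold. The count of 286 genes became 683 with a pseudocount of 0.1 (all 286 among them), 41 with each library centred on its median and 57 with the length trend removed (all 41 and all 57 among the 286). It became 0 without the cell line as block (29 genes with an unadjusted p under 0.05), 0 with the paired t-statistic of each gene alone (896), 0 without the expression filter (2567) and 0 with the genes of Supplementary Table 2 (1859). Across the 3 fits that each left out a cell line it ranged from 0 to 270: 0 without T98G (1206 with an unadjusted p under 0.05), 149 without U251 (95 of them among the 286) and 270 without LN-229 (171 among the 286).

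HOTAIRM1. The log2 fold change of HOTAIRM1 was below 0 under all 10 alternatives, and its adjusted p ranged from 0.00302 (pseudocount 0.1, -0.87) to 1.00. It was over 0.05 without the block (-0.54, 1.00), with the paired t-statistic alone (-0.54, 0.637), without the filter (-0.54, 0.667), with the genes of Supplementary Table 2 (-0.54), with centring (-0.46, 0.170) and with the length trend removed (-0.34, 0.226). With each cell line left out, the change ranged from -0.56 to -0.50 (adjusted p from limma 0.0099 to 0.435).

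Other genes the paper names. TGM2 (-0.11) ranged from -0.25 to 0.065 with each cell line left out, above 0 without LN-229, and was below 0 under the other alternatives. EGFR (-0.06) was 0.019 with centring and -0.18 to 0.055 with each cell line left out. ACTB (-0.02) was 0.063 with centring, 0.072 with the length trend removed, and -0.075 to 0.061 with each cell line left out. SEMA3A (-0.05) was 0.027 with centring and -0.20 to 0.023 with each cell line left out. PGK1 (0.11) ranged from -0.14 to 0.36 with each cell line left out. TGM2 in T98G alone moved from 0.16 to 0.35 with centring. For the 16 genes reported here other than HOTAIRM1 and TGM2, 92 of 159 values kept their direction and their side of the threshold, 58 were no longer past it and 9 changed direction.

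Gene sets past the threshold. The count of 3 sets became 7 with the moderated t-statistic, 7 with the mean log2 fold change, 5 without the block, 4 with centring and 9 without the filter. It became 0 with a pseudocount of 0.1 (4 sets with an unadjusted p under 0.05) and 0 with camera (0), and from 0 to 3 with each cell line left out (without LN-229 the 3 were the mitochondrial ribosome, the interferon response and p53 targets; 0 without T98G and 0 without U251, with 0 sets at an unadjusted p under 0.05 in both). It was 3, and the same sets, with the genes of Supplementary Table 2 and with pseudogenes removed, and 3 with the length trend removed, where translation factors took the place of the mitochondrial ribosome.

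Single gene sets. With a pseudocount of 0.1, the adjusted permutation p was 0.0782 for the mitochondrial ribosome (score -1.69), the cytosolic ribosome (-1.75) and the respiratory chain (-1.82), and with camera the adjusted p of each was 0.930. With the length trend removed, the mitochondrial ribosome scored -1.56 (adjusted permutation p = 0.0857). Over all alternatives scored by permutation, these 3 sets scored below 0. With each cell line left out, the mitochondrial ribosome scored from -1.69 to -0.84, the cytosolic ribosome from -1.30 to -0.95 and the respiratory chain from -1.25 to -0.87, and of these the mitochondrial ribosome without LN-229 was past the threshold. Translation factors (-1.47, adjusted permutation p = 0.107) passed it with the moderated t-statistic (-1.71, 0.00111), the mean log2 fold change (-1.85, 3.99e-05), no block (-1.58, 0.00621), no filter (-2.14, 0.0243), centring (-1.89, 0.00698) and the length trend removed (-1.78, 0.0249), and not with the others (adjusted p from 0.0897 to 0.930). The mRNA processing genes (-0.62) scored 1.43 with the length trend removed (adjusted permutation p = 0.136), were higher with camera (adjusted p = 0.979), and scored from -1.01 to 1.13 with each cell line left out. The interferon response scored 0.88 without the block and from -1.67 to 0.83 with each cell line left out, mitochondrial protein import from -1.29 to 0.51 and proliferation from -1.57 to 0.43, each above 0 without T98G. For the 8 sets other than the ribosomal, respiratory chain, translation factor and mRNA processing sets, 86 of 104 values kept their direction and side of the threshold, 14 moved past it and 4 changed direction.

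Values within a cell line. Of 30 alternative values of set medians, 5 moved, all of them in T98G with centring, which removes the shift of all genes of -0.19. Of 9 alternative values of the HOTAIRM1 reduction, 1 moved (T98G relative to PGK1). The percentile of the genes with a miR-17-5p site moved from 0.03 to 40.5 when the lists were matched on expression without the length of the 3'UTR. TGM2 in U251 is limited by depth: with 1 read and 0 reads, no change can be given.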

Differences from the paper's values

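The paper states that HOTAIRM1 fell by more than 80% in its qRT-PCR, and the libraries gave 52.2% in LN-229, 38.5% in T98G and 51.1% in U251. These measures differ: the qRT-PCR used a probe for stated exons, with PGK1 as reference and repeated experiments. The library values are those of the whole gene in single libraries. With each library centred on its median, the reductions were 52.6, 29.8 and 50.2%, and with a pseudocount of 0.1 they were 49.7, 37.4 and 47.4%; none of the alternatives set before the data were examined closed the gap. Relative to PGK1, a setting chosen after seeing the values, HOTAIRM1 was reduced by 55.6% in LN-229, 68.2% in U251 and 19.7% in T98G, all under the paper's 80%. This scaling narrowed the gap in LN-229 and U251 and widened it in T98G.

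For TGM2 in the siHOTAIRM1 library of U251, the paper's Supplementary Table 2 gives a log2 CPM of -4.28, which is above the level of 3 reads in this library (0.0296 CPM), and the deposited value of 0.0001 CPM gives -13.29. None of the alternatives set before the data were examined bears on this value. In the siControl library of U251 both give -5.70. The log2 changes of HOTAIRM1 in the 3 cell lines and of TGM2 in LN-229 and T98G lay within the counting error of the changes in Supplementary Table 2. With each library centred on its median, those of T98G did not: -0.51 against the paper's -0.70 for HOTAIRM1, and 0.36 against the paper's 0.18 for TGM2.

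The paper names mRNA processing and translation among the clusters of gene sets enriched in both its RNA and protein data. In the RNA data here, the mRNA processing genes scored -0.62 (adjusted permutation p = 0.980) and were past the threshold under none of the settings run (adjusted p from 0.136 to 0.991). Translation factors scored -1.47 (adjusted permutation p = 0.107) and were past the threshold with the moderated t-statistic, the mean log2 fold change, no block, no filter and centring, and with the length trend removed, a setting chosen after seeing the values (adjusted permutation p from 3.99e-05 to 0.0249 in these). Mitochondrial translation factors and aminoacyl-tRNA synthetases scored -1.42 (0.124) and were past the threshold with the moderated t-statistic, the mean log2 fold change and no filter (adjusted permutation p 0.0390, 0.0396 and 0.0251), out of a range of 0.0251 to 0.985 over the settings.

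The paper places the miR-17-5p binding site of its reporter in the 3'UTR of TGM2. In GENCODE v44, the seed match of the insert lies in intron 10 of the protein-coding transcript TGM2-201 and in the last exon of TGM2-204, a retained intron, and the annotated 3'UTR of TGM2-201 holds 0 matches to the 8mer. TGM2-204 has no annotated stop codon there, so no 3'UTR was assigned to it. Other annotations were not checked, so a 3'UTR that holds the site in another annotation is not excluded.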

Other observations

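Of the tests in this part, those of the counting error and the fragments of HOTAIRM1, of the base content of the 3'UTR and of the protein columns were chosen only after the result was seen.

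HOTAIRM1 was reduced by less in the libraries than in the paper's qRT-PCR, and the following tests asked why. The upper ends of the 95% intervals of the counting error reached at most 65.4%, so counting error does not account for the difference from the paper's 80%. Of the 1496 exon bases of HOTAIRM1 in GENCODE v44, 44.9% are also exon bases of other entries, more than the limit of 0.2 that was set for reads of overlapping genes to be a candidate explanation. The overlapping entries include 5 short ones on the strand of HOTAIRM1 that lie within it and cover 3.94 to 14.4% of its exon bases each. The authors' list holds 5 HOTAIRM1 fragments as separate genes, at 0.0466 CPM or less. With them added, the reduction was 49.8% in LN-229, 38.5% in T98G and 52.9% in U251, so reads listed under the fragments do not account for the difference. Reads of overlapping genes remain as a technical explanation. The paper names the exons that its qRT-PCR probe covers, and values of whole genes cannot give the reduction of these exons alone.

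If the knock-down sets miR-17-5p free, genes with a site for it in the 3'UTR may fall. The median change of the 718 genes with an 8mer was ranked among 10000 lists of the 11121 genes without it, matched on expression and 3'UTR length, with a percentile at or below 2.5 set as the mark of a fall. It was at percentile 2.57 in LN-229, 4.55 in T98G and 0.09 in U251, and the mean over the cell lines was at 0.03. With the 7mer-m8 (3293 genes) the percentiles were 0, 0 and 0.02, which reached the mark in all 3 cell lines, and with lists matched on expression alone, in which the 3'UTRs were shorter (median 1583 against 3414 bases), the 8mer gave 0.01, 99.0 and 85.0. Other orders of the same 8 bases, 1296 of them with at least 100 genes, served as a control for the base content of the 3'UTR. Among these, the miR-17-5p 8mer was at percentile 49.5 in LN-229, 11.5 in T98G and 17.7 in U251. Among the 419 other orders of the 7 bases of the 7mer-m8, that word was at percentile 25.9 in LN-229, 6.92 in T98G and 12.4 in U251. A fall of the genes with either site thus cannot be told apart from the base content of their 3'UTRs in these libraries, and for the 8mer the mark was reached in U251 and not in LN-229 and T98G. MIR17HG, the host gene of miR-17, had a log2 fold change of -0.15 (standard error 0.14, adjusted p = 0.595 from limma, lower in 3 of 3 cell lines).

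The columns of the paper's Supplementary Table 3 (3294 proteins, log2 intensities) do not all pair by cell line. After subtraction of the mean of each protein over the 6 columns, the control and knock-down columns correlated across proteins with r = 0.774 in T98G, -0.325 in LN-229 and -0.292 in U251, and the U251 knock-down column correlated with the LN-229 control column with r = 0.695. If the LN-229 and U251 knock-down columns were exchanged, the LN-229 knock-down column would also resemble the U251 control column. Their correlation was -0.083, far under that of the T98G pair, but the highest that either column had with any other. Subtracting the mean of each protein lowers the correlations of unrelated columns, so an exchange is not excluded. Given the correlation of 0.695, the U251 knock-down column may hold protein values of LN-229. Against the RNA of each cell line, over 3201 genes, this column correlated with r = -0.155 for U251 and 0.119 for LN-229. The U251 control column correlated with r = 0.511 for U251. The LN-229 control column correlated with r = 0.127 for LN-229 and 0.116 for T98G, and the LN-229 knock-down column with -0.032 and 0.152. The RNA of LN-229 thus hardly marks the protein columns of LN-229, and the value of 0.119 does not settle the origin of the U251 knock-down column. The paper's values of TGM2 protein in this table are 22.7 in the LN-229 control column, 23.1 in the U251 knock-down column, and between 19.9 and 20.4 in the 4 others; they were looked up after the columns were compared. These correlations run over proteins of single samples, and no biological explanation was tested.

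The gene sets written for responses that the paper discusses, or that a knock-down by transfected RNA can induce, were not past the threshold over the 3 cell lines. The scores were -1.22 for NRF2 targets (adjusted permutation p = 0.272), -1.10 for ATF4 targets (0.390), -1.58 for the interferon response (0.107), -1.07 for proliferation (0.390) and -1.33 for p53 targets (0.193). Under some alternatives they were past it, lower after knock-down: NRF2 targets with the moderated t-statistic (adjusted permutation p = 0.0491), the mean log2 fold change (0.00964) and no filter (0.0364), and the interferon response and p53 targets with no filter (0.0328 and 0.0399) and without LN-229 (0.0358 each). ATF4 targets and proliferation passed under none of those run. In T98G, the median change of the 29 ATF4 targets was -0.55, and relative to the median of all genes -0.36 (percentile 0 of the matched lists), and in LN-229 and U251 it was 0.04 (percentile 77.0) and -0.01 (percentile 64.5).

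Between the deposited CPM values and the paper's Supplementary Table 2, 14156 genes are shared. Over the 13421 of them with a mean of at least 1 CPM, the log2 changes in these sources correlated with r = 0.686 in LN-229, 0.755 in T98G and 0.814 in U251, and 85, 113 and 131 genes differed by more than a factor of 1.5. The cause was not tested.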
